# Multi-omics analysis and evidence of IL1R1 as a potential biomarker for diabetes-associated intervertebral disc degeneration

**DOI:** 10.3389/fimmu.2025.1692185

**Published:** 2025-10-15

**Authors:** Meng Yi, Wancheng Lin, Shijie Liu, Yao Zhang, Jipeng Song, Yukun Yin, Lixiang Ding

**Keywords:** intervetebral disc degeneration, diabetes mellitus Type 2, multiomic analyses, inflammation, scRNAseq

## Abstract

**Introduction:**

Low back pain (LBP), primarily driven by intervertebral disc degeneration (IDD), imposes a significant global health burden. While type 2 diabetes mellitus (T2DM) is a recognized risk factor for IDD, the shared molecular mechanisms remain incompletely characterized.

**Methods:**

This study employed integrated bioinformatics (WGCNA, machine learning - LASSO, RF, ANN) on human T2DM and IDD transcriptomic datasets, alongside scRNA-seq analysis of diabetic mouse nucleus pulposus (NP) tissue, to identify key drivers of diabetes-associated IDD.

**Results:**

Bioinformatics analysis of human data identified three diagnostic biomarkers (S100A12, IL1R1, FCGR2B) and constructed a robust ANN diagnostic model (AUCs: 0.744-0.868). IL1R1 emerged as the most significant risk factor. scRNA-seq revealed altered cellular composition in diabetic discs, notably increased proportion of granulocytes (predominantly neutrophils) and decreased proportion of nucleus pulposus (NP) cells. IL1R1 was highly expressed in specific diabetes-associated NP subpopulations and showed significant positive correlation with neutrophil infiltration. Functional enrichment linked IL1R1 to inflammation, DNA repair, and immune pathways. Furthermore, we constructed a regulatory network (STAT1/STAT6-IL1R1-miRNAs-lncRNAs) and identified icariin as a potential therapeutic candidate via molecular docking.

**Discussion:**

These findings establish IL1R1 as a pivotal molecular bridge connecting T2DM and IDD, driven by neutrophil-mediated inflammation and NP cell dysfunction, offering novel diagnostic and therapeutic avenues.

## Introduction

Low back pain, primarily caused by intervertebral disc degeneration (IDD), imposes a substantial economic burden exceeding $100 billion annually in direct and indirect costs (1–3). It not only severely impairs patients’ quality of life but also places significant pressure on society. The multifactorial etiology of IDD complicates the development of personalized prevention and treatment strategies (4–6). Among these factors, metabolic disturbances within the intervertebral disc are a major contributor to degeneration (7, 8).

As the most prevalent systemic metabolic disorder, type 2 diabetes mellitus (T2DM) significantly threatens elderly populations (9). While diabetes complications such as retinopathy and nephropathy are well-established, emerging evidence implicates diabetes-induced metabolic dysregulation and systemic inflammation in IDD pathogenesis (10–12). Elevated glucose levels stimulate advanced glycation end product (AGE) accumulation, and excessive AGEs mediate dysregulated proteoglycan synthesis and disc fibrosis (13). Additionally, diabetic microangiopathy may compromise nutrient delivery to disc tissues, reducing nutrient availability and impairing metabolic waste clearance (14). Nevertheless, investigations into shared genetic and molecular mechanisms linking diabetes and IDD remain limited.

To address this gap, this study employs bioinformatics approaches to identify common biomarkers associated with both T2DM and IDD. By integrating weighted gene co-expression network analysis (WGCNA), machine learning, single-cell sequencing (scRNA-seq) analysis, and protein docking, we aim to determine key genes involved in this process, thereby providing novel insights into the pathogenesis of diabetes-associated intervertebral disc degeneration.

## Materials and methods

### Public data sources

All data were obtained from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) (**Supplementary Table 1**). The dataset GSE7014 comprised microarray data from 36 patients, from which 10 T1DM samples were excluded, retaining 26 samples (20 T2DM and 6 normal samples) for subsequent analysis. For IDD, expression data were integrated from two independent datasets, GSE124272 and GSE34095, resulting in a combined set of 11 degenerated disc samples and 11 normal controls.

### Batch effect correction and quality control

To mitigate technical variations between datasets, we applied a systematic normalization and batch correction pipeline. Expression data were merged by gene symbol and normalized using the quantile method via the limma package. Batch effects were subsequently corrected using the removeBatchEffect function from limma. Correction efficacy was evaluated using principal component analysis (PCA) and expression distribution boxplots. PCA was carried out on scaled data using prcomp, and results were visualized through scatter plots with batch-wise confidence ellipses.

**Figure 1:**
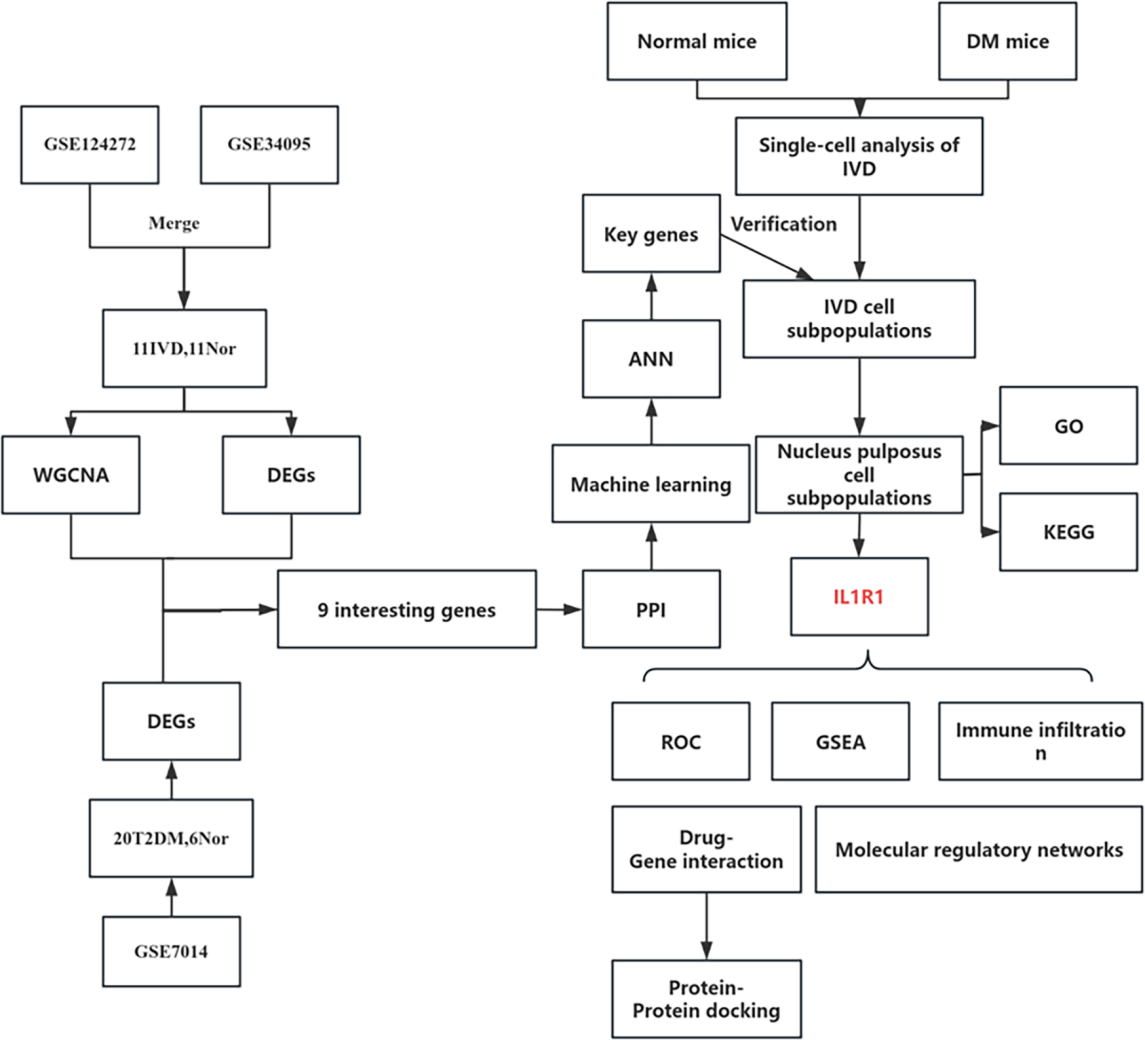
Flowchart of the study.

### Diabetes mouse model and scRNA-seq processing

All animal experiments were approved by the Ethics Committee of Beijing Shijitan Hospital, Capital Medical University (Approval No. Sjtkyll-lx-2021105), and were conducted in accordance with the institutional guidelines for the care and use of laboratory animals. ScRNA-seq data were generated from nucleus pulposus cells of 10 C57BL/6 mice. Diabetes was first induced in all mice by a high-fat/high-sucrose diet and a single intraperitoneal injection of streptozotocin (55 mg/kg). Thereafter, mice were divided into two groups (5 vs. 5): One group remained diabetic, whereas the other received treatment to achieve normoglycemia and served as the treated control group. NPCs were isolated following the experimental protocol described by Andrew Bratsman et al. (15).

Briefly, nucleus pulposus tissues were minced and washed with RPMI-1640 medium (Gibco, C11875500137). Tissue dissociation was performed using a vascular tissue dissociation kit (Bestopcell, BA3310) according to the manufacturer’s instructions. After digestion, the cell suspension was filtered through a 70-μm nylon strainer (Thermo Fisher Scientific, 22-363-548) to remove debris and centrifuged at 300 × g for 5 min at 4 °C. The pellet was resuspended in PBS (Bioss, C7033) supplemented with 5% fetal bovine serum (FBS; Solarbio, s9020). Red blood cells were lysed using a red blood cell lysis buffer, followed by incubation for 15 min at 4 °C and centrifugation at 450 × g for 5 min at 4 °C. The cell pellet was washed twice with PBS containing 5% FBS and resuspended in the same buffer. Cell concentration and viability were assessed using CountStar, and the suspension was adjusted to a density of 600–1,200 living cells per microliter.

Single-cell encapsulation and library preparation were performed using the CelCode^®^ Single Cell 3′ Transcriptome Kit v1.0 following the manufacturer’s protocol. Approximately 70 μL of master mix and cell suspension, 50 μL of barcoded gel beads, and 45 μL of partitioning oil were loaded into the CelCode^®^ Driver to generate gel bead-in-emulsions (GEMs). Reverse transcription was performed to synthesize barcoded cDNA, which was then amplified by PCR. Sequencing libraries were constructed and normalized before being sequenced on an MGI DNBSEQ-T7 platform with paired-end 150-bp reads (PE150), achieving a minimum depth of 50,000 reads per cell. All sequencing services were provided by Bestopcell (Beijing).

Raw sequencing data were demultiplexed and aligned to the reference genome using the CelScene^®^ pipeline with default parameters. The feature-barcode matrix was generated using the CelScene^®^ count module, which performed alignment, filtering, barcode assignment, and UMI counting. Dimensionality reduction was conducted via PCA, and the top 10 principal components were used for cluster identification using both K-means and graph-based clustering algorithms.

### Differential gene screening

Differentially expressed genes (DEGs) in T2DM and IDD were identified using the limma package in R, with thresholds set at |log_2_ fold change (FC)| > 0.5 and an adjusted p-value < 0.05. Volcano plots and heatmaps were generated using the ggplot2 and pheatmap packages.

### WGCNA

WGCNA was employed to identify clinically relevant co-expression gene modules (16). First, gene expression data were preprocessed by filtering highly variable genes based on median absolute deviation (MAD > 0.5), and outlier samples were removed via hierarchical clustering. The pickSoftThreshold function in the WGCNA package was used to determine the optimal soft-thresholding power (β) for constructing a scale-free topology network. A weighted adjacency matrix was then computed and converted into a topological overlap matrix (TOM) to assess gene co-expression connectivity.

Hierarchical clustering based on TOM dissimilarity was performed to group genes with similar expression patterns into modules. Dynamic tree cutting (height = 0.25) was applied to merge closely related modules. Module eigengenes (MEs) were calculated, and their correlations with clinical traits were analyzed to identify key modules associated with disease phenotypes.

### PPI network analysis

The STRING database was utilized to construct protein–protein interaction (PPI) networks, visualized using Cytoscape (v3.10.3). Module analysis was performed with the MCODE plugin, and hub genes were identified using the cytoHubba plugin.

### Machine learning

Advanced machine learning algorithms were employed to develop a predictive model for diabetes-associated IDD. Least absolute shrinkage and selection operator (LASSO) regression was implemented using the glmnet package (17). The Random Forest (RF) algorithm was executed via the randomForest package in R (18). Additionally, an artificial neural network (ANN) model was constructed using the neuralnet and neuralnettools packages (19).

### Immune infiltration

The relative abundance of 22 immune cell subtypes in these samples was estimated using the CIBERSORT algorithm (20). Pearson correlation analysis was conducted to examine associations between key genes and immune cell subtypes.

### Molecular regulatory network of key genes

The HTFtarget database predicted transcription factors interacting with key genes (21). mRNA–miRNA interactions were explored using PITA, microT, and TargetScan, with consensus predictions retained. MiRNet, Starbase, and LncBase v3 identified miRNA-lncRNA interactions, validated if consistent across databases (22–24). LncACTdb 3.0 predicted lncRNA-transcription factor interactions (25).

### Drug–gene interactions and protein–protein docking

DrugBank analyzed drug–gene interactions, whereas PyMOL facilitated protein–protein docking and molecular visualization (26).

### Statistical analysis

All data processing and analyses were performed using R software (Version 4.4.1). For bulk RNA-seq differential expression analysis, the limma package was used. For comparisons between two groups in other analyses, the Wilcoxon test was applied. Differences in IL1R1 expression across NP cell subclusters were assessed using the Kruskal–Wallis test. Spearman correlation analysis was conducted to examine the relationship between key genes and immune cells, with a p-value < 0.05 considered statistically significant.

## Results

### Identification of DEGs in IDD and T2DM

**Figure 1** depicts the study flowchart. The expression profile dataset GSE7014 was normalized. For the IDD datasets (GSE124272 and GSE34095), raw data were integrated, and batch effects were corrected using the removeBatchEffect function from the limma R package. The efficacy of this batch effect correction was assessed using PCA, as visualized in **Figure 2**. After merging the batch-corrected data, normalization was performed, followed by the generation of volcano plots and heatmaps for differential expression analysis of two datasets (**Figure 3**). In the figure, red dots represent significantly upregulated differentially expressed genes, and blue dots represent significantly downregulated genes.

**Figure 2:**
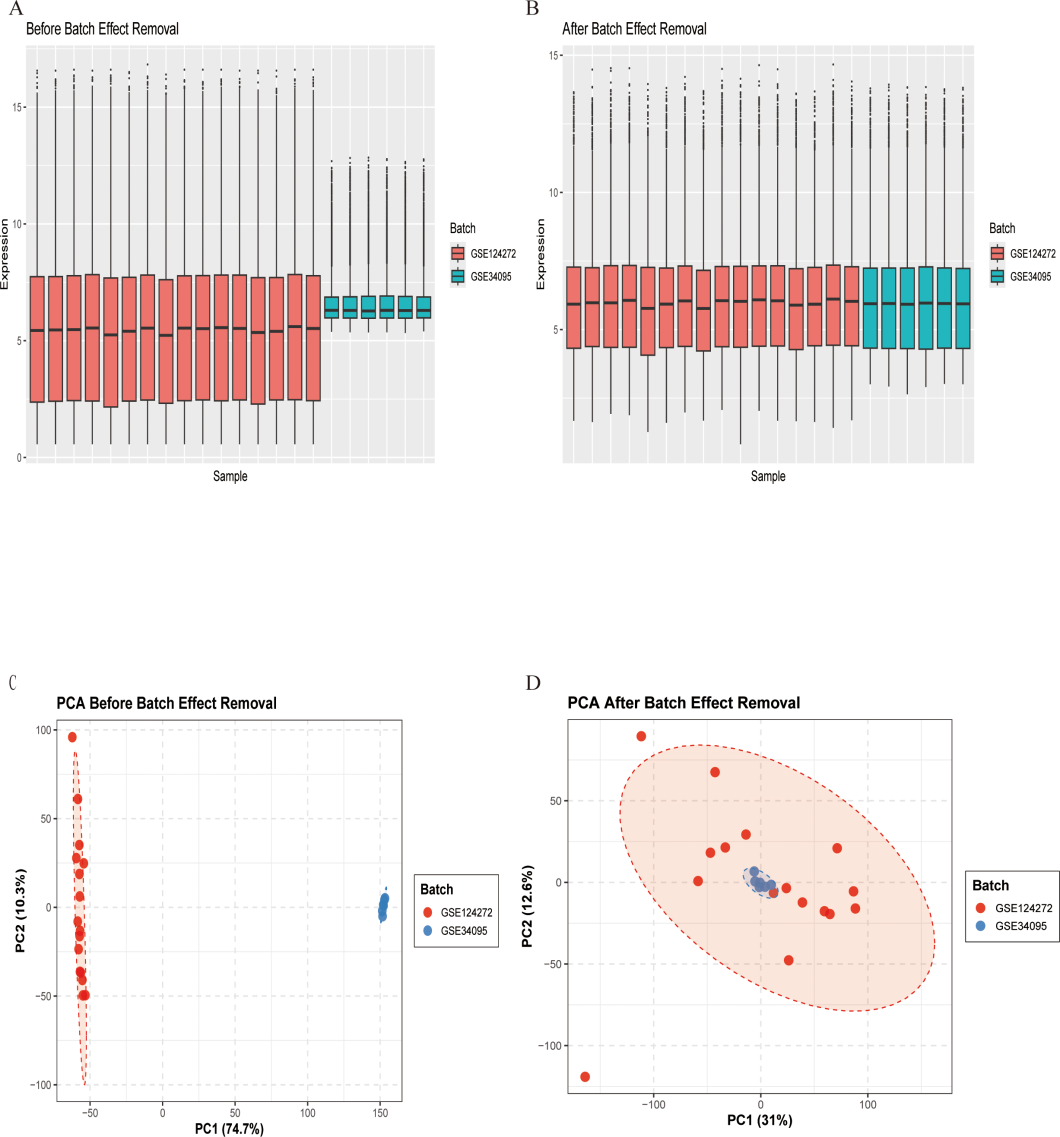
Gene expression data before and after batch effect removal. **(A)** Box plot before batch effect removal. **(B)** Box plot after batch effect removal. **(C)** PCA results before batch effect removal. **(D)** PCA results after batch effect removal.

**Figure 3:**
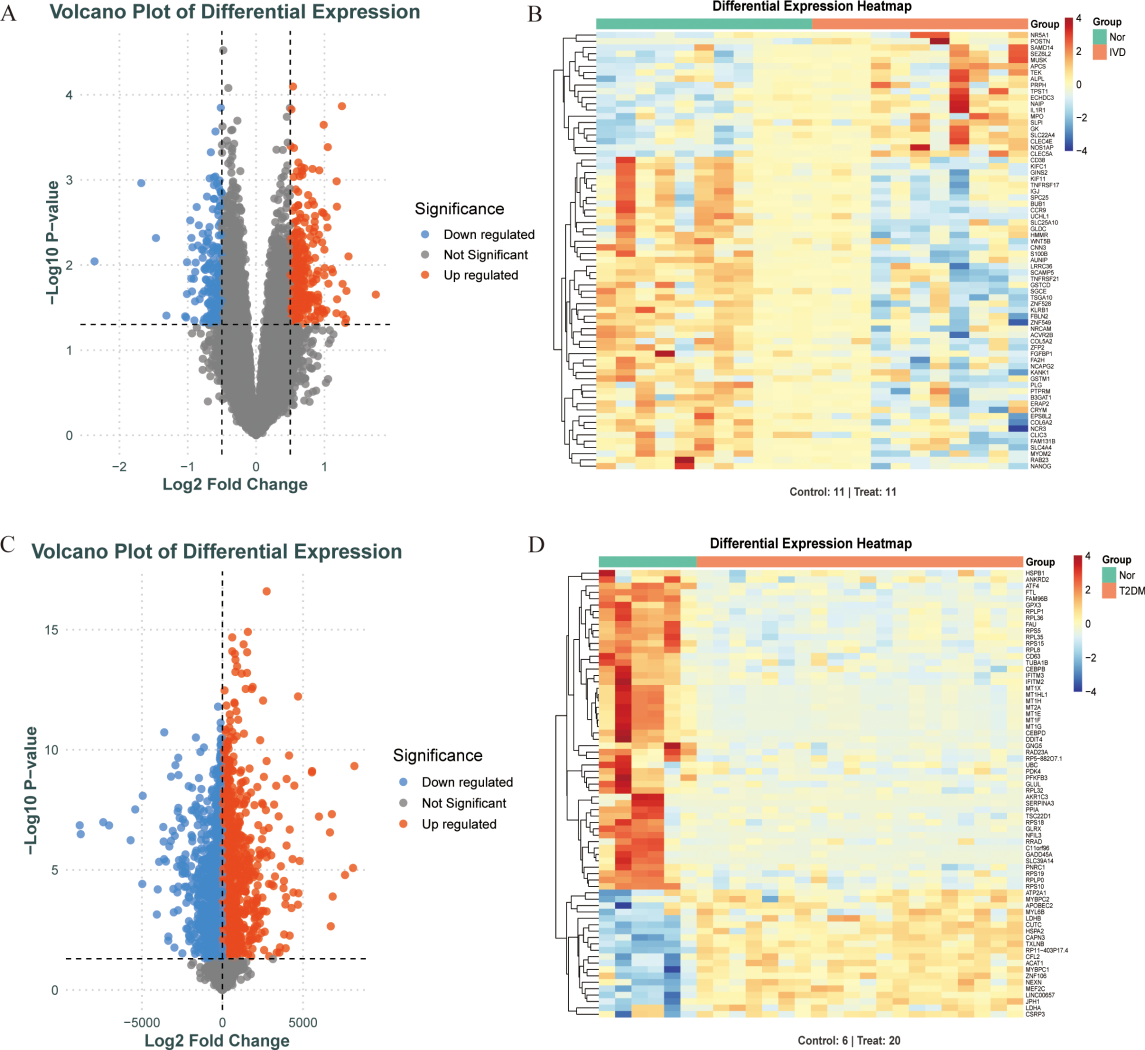
Screening DEGs of diabetes and IDD. **(A, B)**. When comparing IDD (n=11) and normal (n=11) samples, a volcano plot and heatmap for DEGs is shown. **(C, D)**. When comparing T2DM (n=20) and normal (n=6) samples, a volcano plot and heatmap for DEGs is shown.

Construction of WGCNA and gene module screening

The WGCNA algorithm was utilized to identify key gene modules closely associated with IDD, with the soft thresholding power (β) set to 8. The dynamic tree-cutting algorithm delineated 16 gene modules, among which the blue module exhibited the most significant correlation (correlation coefficient = 0.56) compared with other modules. Consequently, the blue module was selected as the key module for subsequent analyses (**Figure 4**).

**Figure 4:**
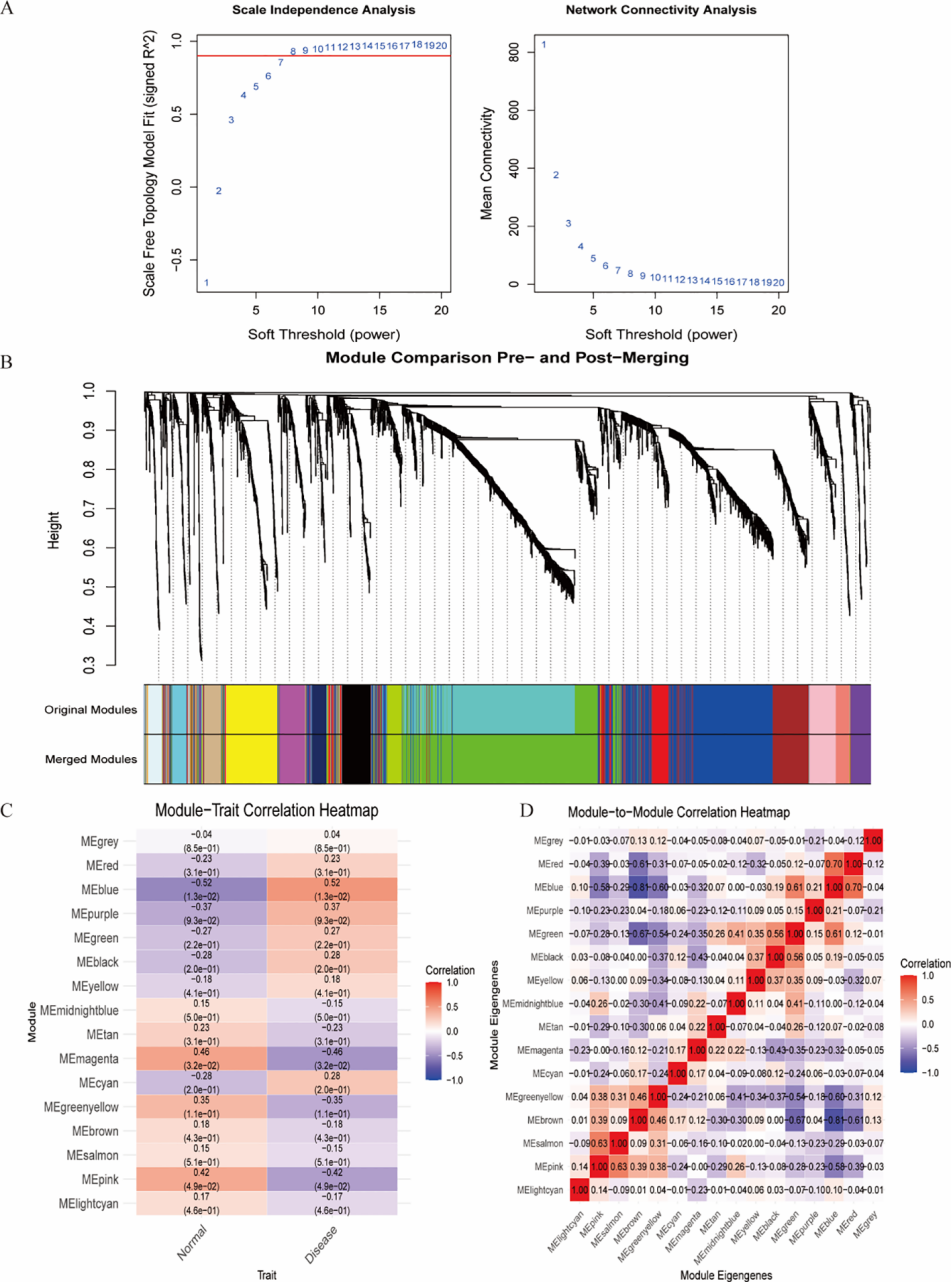
Identification of the most associated module genes via WGCNA in IDD. **(A)** Based on the results of scale independence and average connectivity, β=8 was selected as the best soft threshold. **(B)** Gene co-expression modules are displayed in various colors beneath the gene tree. **(C)** Heatmap of the association between modules and IDD. **(D)** Heatmap of the association between different modules.

### Protein–protein interaction network construction

Intersection analysis of DEGs related to IDD, genes from the IDD-associated blue module, and T2DM-related DEGs revealed nine overlapping genes. Given that genes and their encoded proteins may interact, a PPI network was constructed using the STRING tool, comprising 99 nodes (**Figure 5**). To identify the most interconnected module within the network, the MCODE plugin was applied, yielding 45 key nodes. Further analysis using the cytoHubba plugin with MCC, MCN, and EPC algorithms identified nine common hub genes: IL1B, CXCR1, FCGR1A, S100A12, FCGR2A, C5AR1, IL1R1, FCGR2B, and IL1R2 (**Figure 6**).

**Figure 5:**
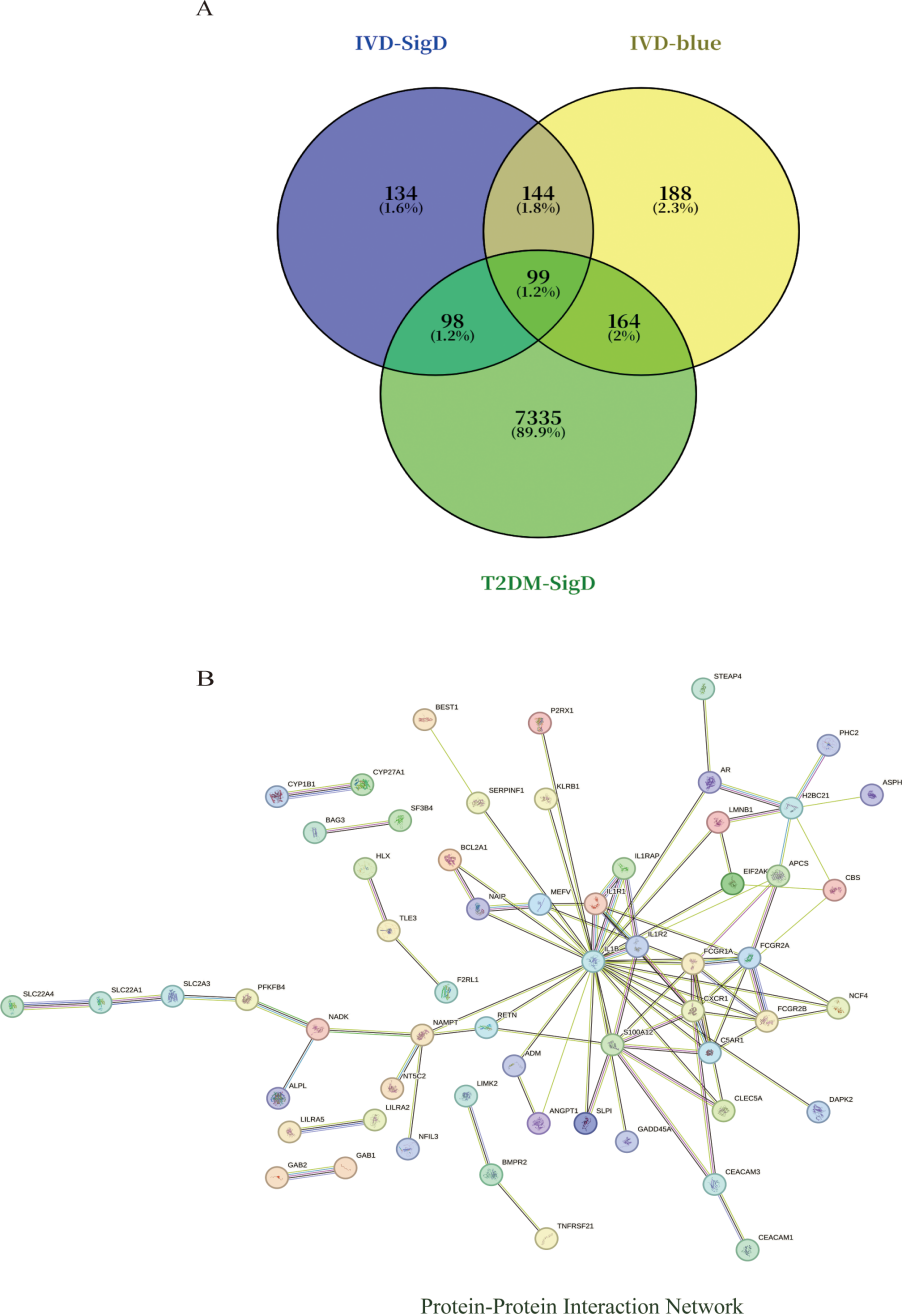
**(A)** Venn diagram shows that there are 99 intersected genes among DEGs of IVD, blue module genes of IVD, and DEGs of T2DM. **(B)** The relationship among these genes in the PPI network.

**Figure 6:**
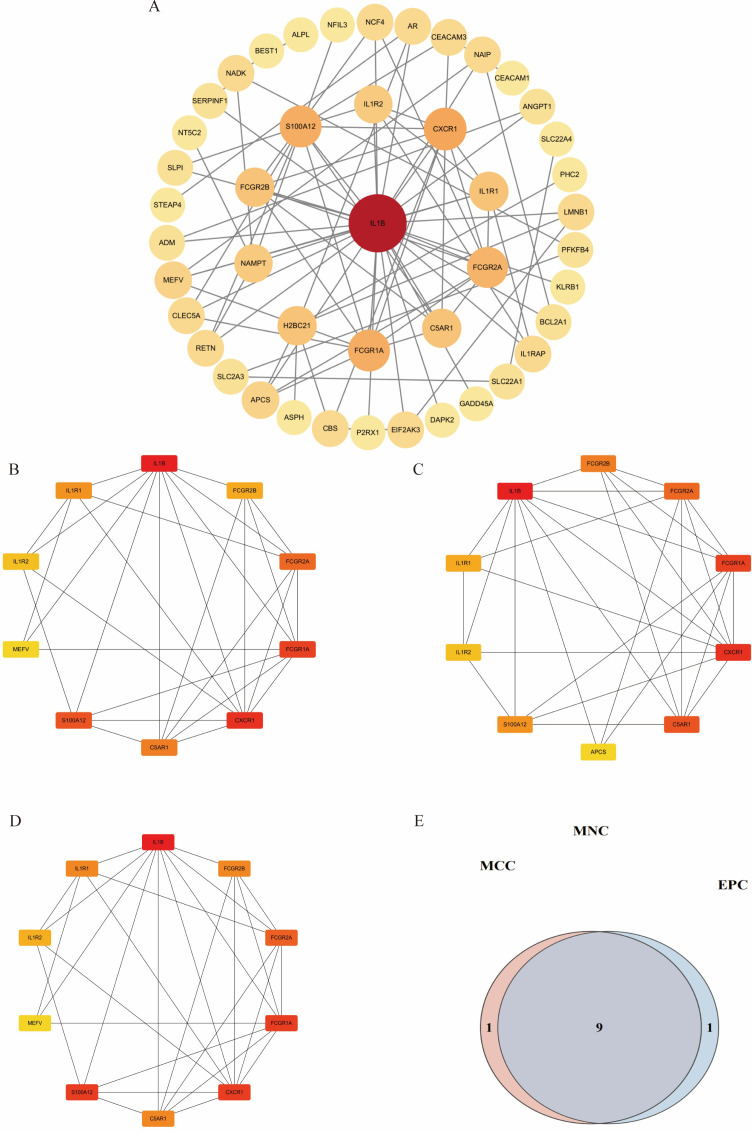
Visualization of different algorithms in PPI network. **(A)**. The first module of the PPI network. **(B–D)**. Visualization of the MNC, MCC, and EPC algorithms. **(E)**. Nine common hub genes were identified by different algorithms of cytoHubba plugin.

### Identification and validation of key genes in diabetes-associated IDD

Multiple machine learning algorithms were employed to screen reliable biomarkers for diabetes-associated IDD. The LASSO regression algorithm identified three potential diagnostic markers, whereas the RF algorithm detected nine diagnostic genes. Venn diagram analysis ultimately revealed three overlapping diagnostic markers: S100A12, IL1R1, and FCGR2B. The ANN diagnostic model was established based on gene weights, and its performance was evaluated using receiver operating characteristic (ROC) curves (**Figure 7**). The area under the curve (AUC) values for S100A12, IL1R1, and FCGR2B were 0.744, 0.785, and 0.868, respectively, indicating robust diagnostic efficacy for diabetes-associated IDD. Although all three genes exhibited statistically significant differences between the normal and IDD groups, forest plot analysis demonstrated that IL1R1 was the most prominent risk factor specific to IDD (**Figure 8**).

**Figure 7:**
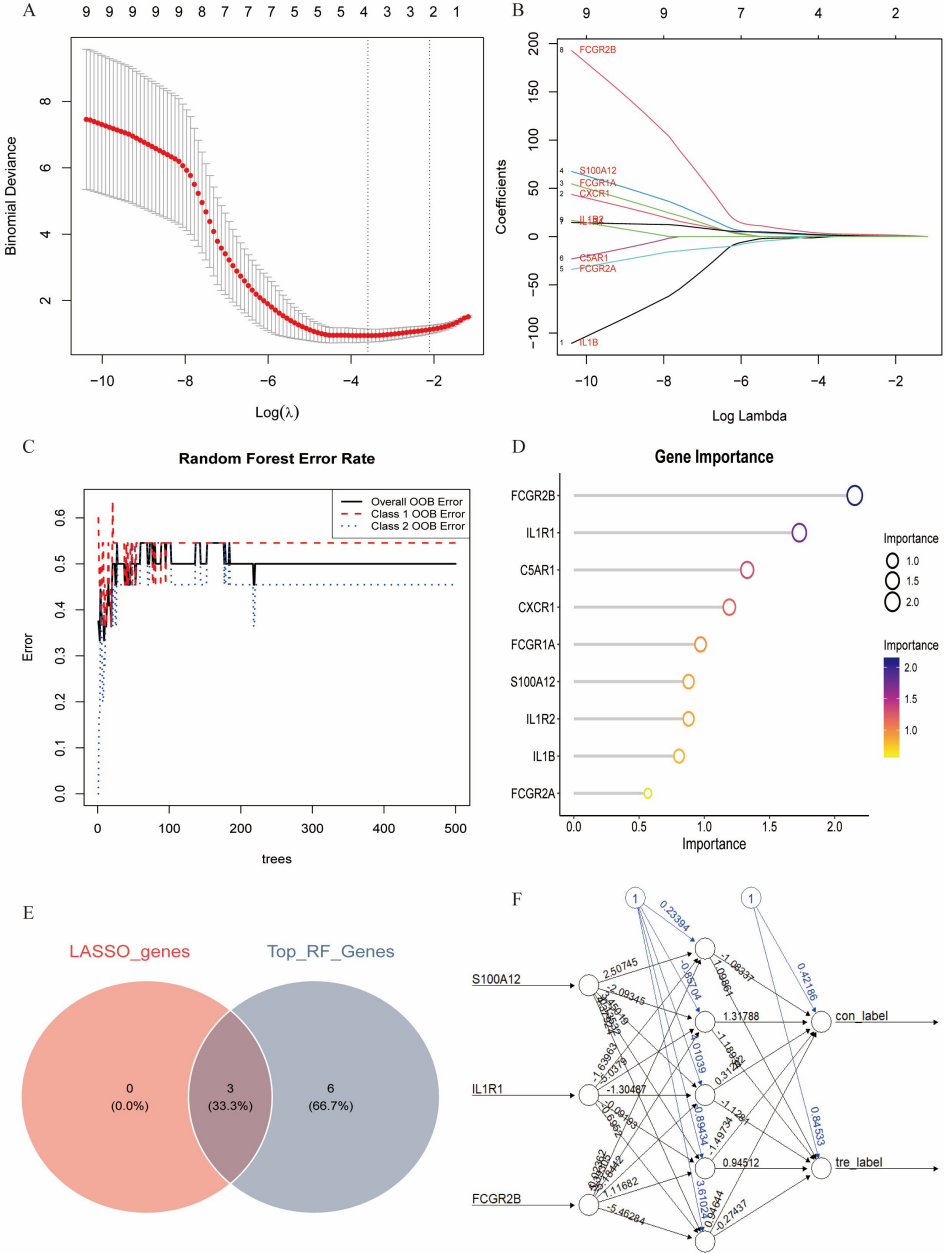
Identification of the key genes. **(A, B)**. Key genes were identified form hub genes by machine learning LASSO regression. **(C, D)**. Key genes were identified from hub genes by the Random Forest (RF) algorithm. **(E)**. S100A12, IL1R1, and FCGR2B were identified by overlapping. **(F)**. Artificial neural networks (ANN) model of the key genes.

**Figure 8:**
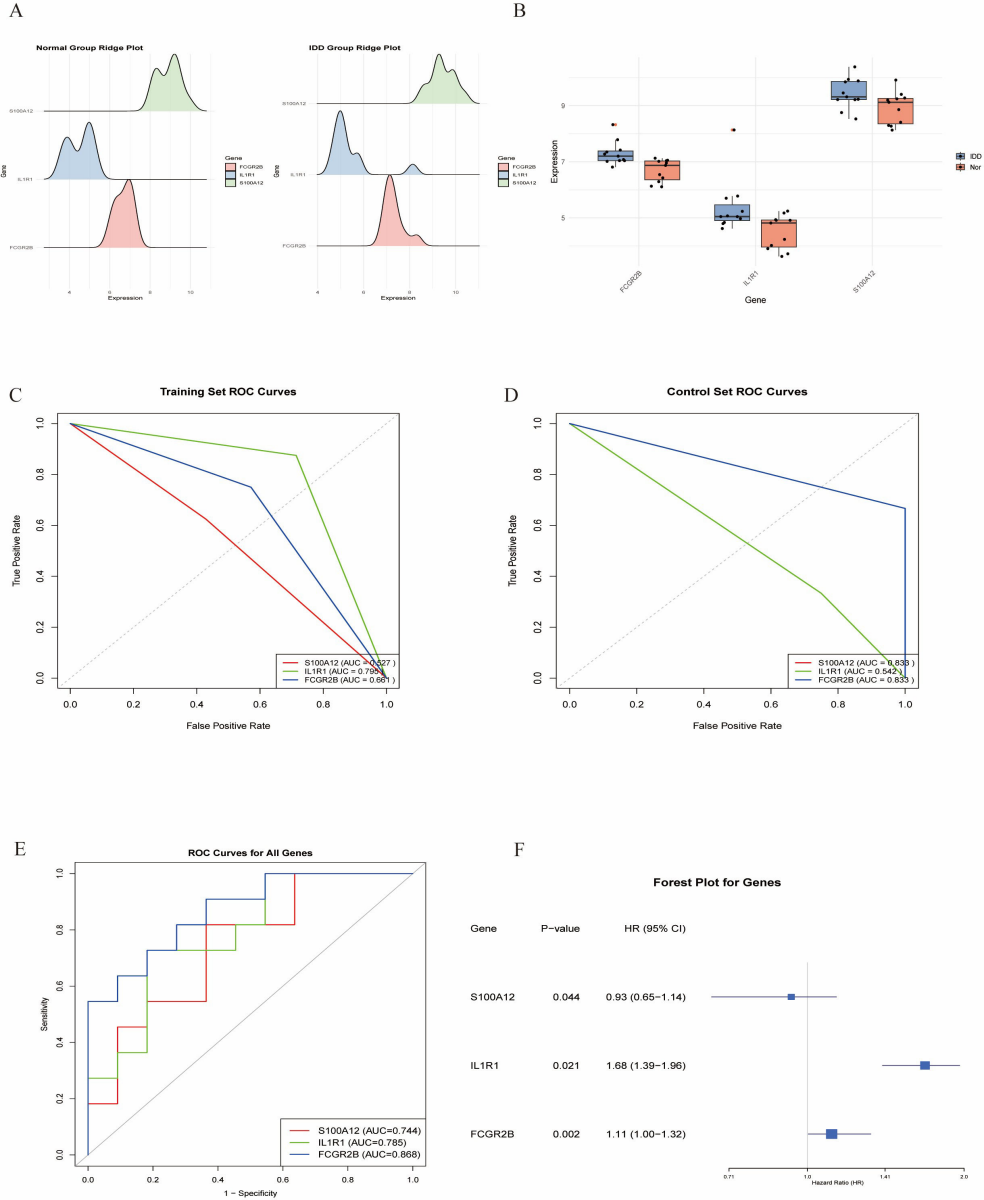
Validation of the key genes. **(A,B)**. The key genes are significantly expressed in IDD. **(C, D)**. ROC curves of the key in the training set and control set. **(E)**. ROC analysis of the key genes of ANN model. **(F)**. Forest plot of the key genes in IDD.

### scRNA-seq analysis

scRNA-seq data underwent standardized processing, including quality control, normalization, and unsupervised dimensionality reduction clustering. 

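The scRNA-seq data came from 2 libraries, each made from nucleus pulposus cells pooled from 5 C57BL/6 mice. Diabetes had been induced in all 10 mice with a high-fat/high-sucrose diet and streptozotocin at 55 mg/kg, a compound toxic to insulin-producing beta cells. One pool stayed diabetic, and the other was treated and served as the treated control. The sample labels name semaglutide, a GLP-1 receptor agonist that lowers blood glucose, as the treatment. The authors counted unique molecular identifiers (UMIs, tags that mark single transcript molecules) per gene and cell with the CelScene pipeline at default parameters and deposited these counts without normalization. The treated control library held 47169387 UMIs in 10609 barcodes and the diabetic library 42360547 UMIs in 10243 barcodes. Median depth per kept cell was 3150 UMIs and 1177 detected genes in the treated control library, against 2947 UMIs and 1047 genes in the diabetic library. Cells with at least 200 detected genes and under 20% mitochondrial UMIs were kept, which left out 28 treated control and 38 diabetic barcodes and kept 10581 and 10205 cells. Counts were log-normalized, 2000 variable genes and 10 principal components were used, and both libraries were clustered together by the Louvain method without batch correction. Levels of a gene are given as CPM, the gene's UMIs summed over a group of cells per 1000000 UMIs of that group. With 1 pooled library per condition there is no replicate, so no test was made between conditions and the library and the condition cannot be told apart. Intervals are 95% limits (exact Poisson for counts, exact Clopper-Pearson for shares), and they cover counting error only.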

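At resolution 0.1 with 10 principal components, the 20786 kept cells formed 5 clusters. Cluster sizes were 11285, 3408, 3208, 2819 and 66 cells, and the smallest held cells of the treated control library alone. With 20 principal components in place of 10, the same resolution gave 8 clusters, and with resolution 0.3 there were 10.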

Principal component analysis and a resolution of 0.1 yielded eight cell clusters (**Figure 9**). Based on cluster-specific markers, four major cell types were identified in diabetic mouse intervertebral discs: granulocytes (most abundant, highly expressing S100A10, FN1, PRDX1, CRIP1, and AHNK), NP cells (highly expressing ACAN, COL1A1, CLU, SOX9, SBSN, and SDC4), monocytes (highly expressing PSAP, CTSS, and TGFBI), and neurons (highly expressing PCSK1N, STMN2, SNCG, CALCA, and TAC) (**Figure 10**).

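Clusters were named from lists of marker genes. The cluster of 11285 cells was called granulocyte-like, since 15 mature and immature neutrophil markers were raised in it, Retnlg, Ltf and Ngp among its leading genes. S100a10, Fn1, Prdx1, Crip1 and Ahnak were each lower in this cluster than in the other cells. S100a10 had 58.6 CPM in granulocyte-like cells and 1180 CPM in monocyte-like cells, and was detected in 17.4% and 75.8% of them. The NP-like cluster was led by Cryab, Chad and Serpina1b, with Sbsn and Clu also among its leading genes. Acan reached 1649 CPM there, 6.53 on the log2 scale above all other cells, and Sox9, Clu, Sbsn and Sdc4 were between 6.28 and 6.73 above them. Col1a1 was detected in 2.79% of NP-like cells, a log2 ratio of 3.41 at 50.3 CPM. The monocyte-like cluster, led by the antigen presentation genes Cd74 and H2-Aa, had Ctss at a log2 ratio of 4.41, Tgfbi at 3.74 and Psap at 2.71. In the neuron-like cluster, Calca was detected in all 66 cells and Pcsk1n in 86.4%. A further cluster of 2819 cells carried Elane, Mpo, Prtn3, Ctsg and Ms4a3 and was called granulocyte-monocyte progenitor-like, a bone marrow stage that gives rise to neutrophils and monocytes. Its median depth was 6596 UMIs per cell.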

**Figure 9:**
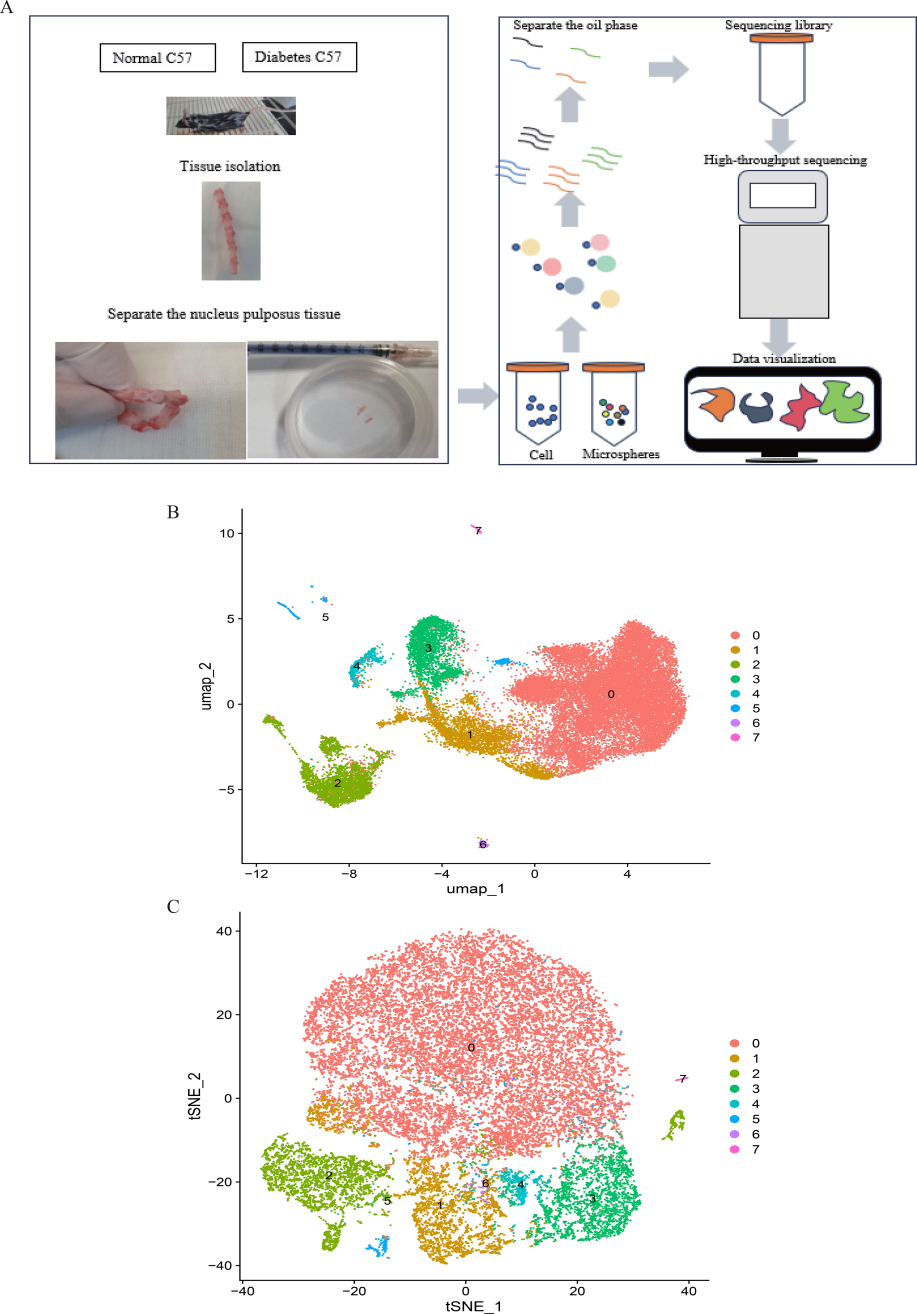
**(A)**. Single-cell RNA sequencing of nucleus pulposus cells extracted from 10 mice reveals the heterogeneity of disc cells. **(B, C)**. Umap and tSNE plot showing the unbiased classification.

**Figure 10:**
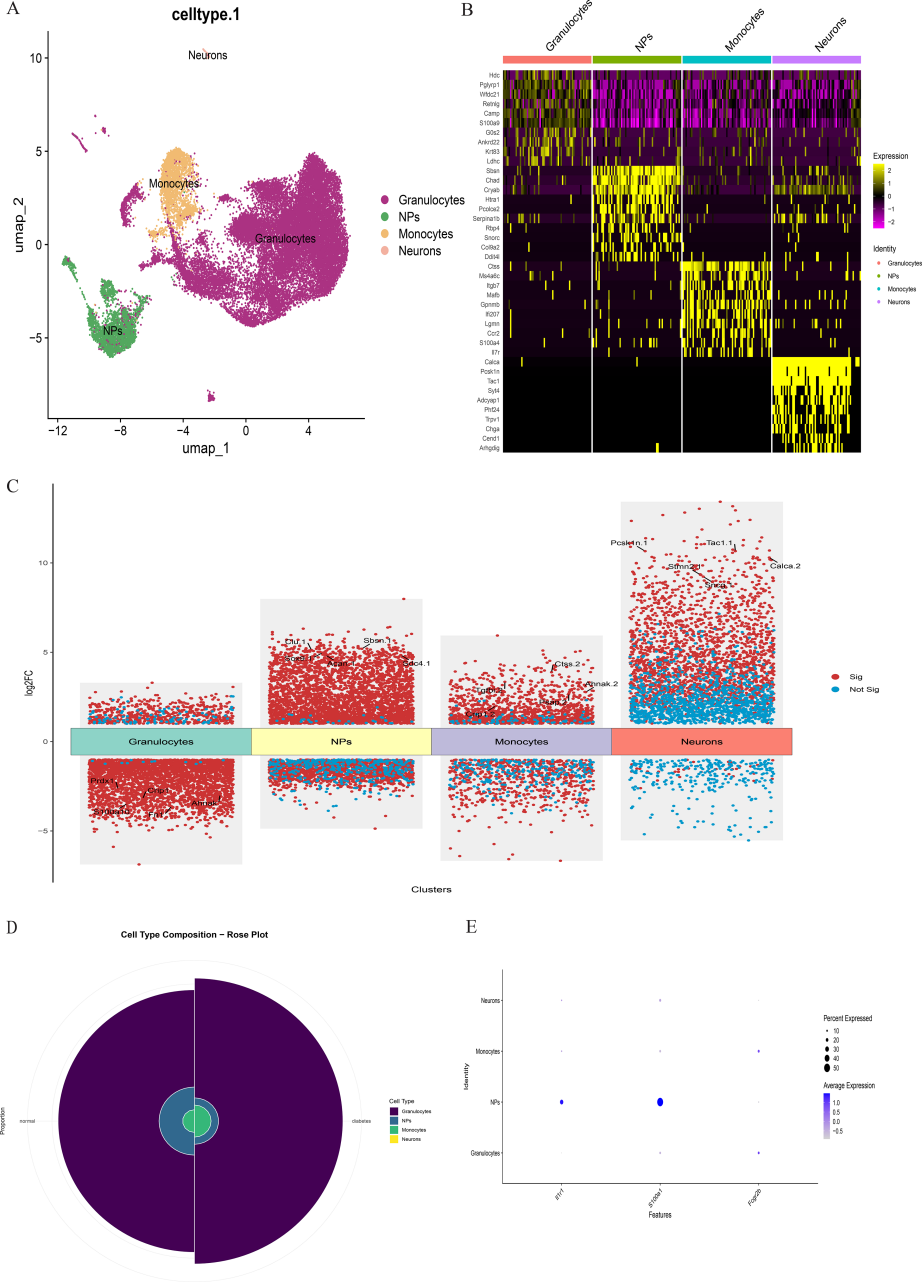
**(A)** The intervertebral disc cells were clustered into four groups using UMAP based on the expression of specific genes. **(B)** Heatmap showing differentially expressed genes in four clusters. **(C)** Differentially expressed gene heatmap. **(D)** Rose plot indicating the heterogeneity of cell cluster percentage between normal sample and diabetes sample. **(E)** Key gene expression in subclusters.

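Granulocyte-like cells made up 49.2% of the treated control library (5203 cells, 95% interval 48.2% to 50.1%) and 59.6% of the diabetic library (6082 cells, 58.6% to 60.6%), a difference of 10.4 percentage points. Monocyte-like cells rose from 11.7% (1238 cells, 11.1% to 12.3%) to 19.3% (1970 cells, 18.5% to 20.1%). NP-like cells fell from 24.8% (2625 cells, 24.0% to 25.6%) to 7.67% (783 cells, 7.16% to 8.21%). Granulocyte-monocyte progenitor-like cells had shares of 13.7% and 13.4%, a difference within the counting error. Neuron-like cells were 0.624% of the treated control library and 0 of 10205 diabetic cells, which allows a share of up to 0.0294%. Shares of one library sum to a whole, so a fall in one class raises the others. When each cell was assigned from its own marker UMIs without clusters, the differences were 4.26 percentage points for granulocyte-like cells and -7.73 for NP-like cells. Over all kept cells, the monocyte-like difference was lowest, at 2.53 points, when each library was clustered on its own. With the cells other than granulocyte-like cells as the denominator, the difference was -29.8 points for NP-like and 24.8 points for monocyte-like cells. Clustering without the 434 genes that differed over 2-fold between the libraries within a class, an alternative added after the data were seen, gave 10.5, 7.71 and -17.0 points for granulocyte-like, monocyte-like and NP-like cells. Among blood-lineage cells alone, with 20 principal components, a denominator also added after the data were seen, the granulocyte-like difference was -1.07 points (-2.50 to 0.36). With this denominator it was below 0 under 7 of 10 clusterings, while the granulocyte-like share was higher in the diabetic library under the other 14 of its 21 alternatives. The monocyte-like difference kept its direction under 20 of 21, and was -1.37 points (-2.59 to -0.146) among blood-lineage cells when each library was clustered on its own. The NP-like difference kept its direction under all 11 of its alternatives.

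**Figure D1:**
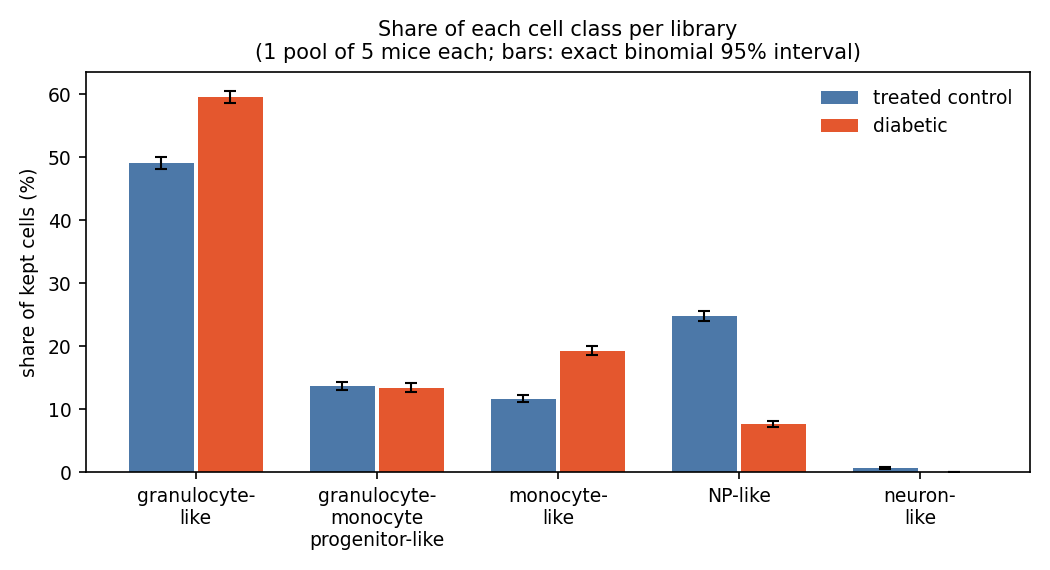
Share of kept cells (%) in each cell class of the treated control library (blue) and the diabetic library (orange), each 1 pool of 5 mice; error bars are exact binomial 95% intervals. The intervals of the granulocyte-like, monocyte-like and NP-like classes do not overlap between the libraries, and those of the progenitor-like class do.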

Comparative analysis of overall cell proportions revealed that diabetic mice exhibited a significant increase in granulocytes and monocytes and a decrease in NP cells compared with controls. 

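Il1r1 encodes the type 1 receptor for interleukin-1. In the GRCm38 annotation used here to place genes, the protein-coding gene with its identifier ENSMUSG00000026072 lies on the plus strand of chromosome 1 from 40225080 to 40317257. NP-like cells held 1342 Il1r1 UMIs, or 91.0 CPM (95% interval 86.2 to 96.0), which was 3.70 on the log2 scale (3.55 to 3.84) above all other cells together. Il1r1 had 18.9 CPM in monocyte-like cells (16.5 to 21.5), 6.66 in progenitor-like cells (5.64 to 7.82) and 3.45 in granulocyte-like cells (2.90 to 4.08). The neuron-like cluster had 5 UMIs, which gives 20.8 CPM with an interval from 6.75 to 48.5. At least 1 Il1r1 UMI was found in 25.1% of NP-like cells at a median depth of 3216 UMIs, and in 1.16% of granulocyte-like cells at a median of 2707. With each cell thinned to 1000 UMIs the shares were 7.73% and 0.396%. Free RNA can add to such low levels: Acan, a matrix gene of NP cells, had 20.6 CPM in granulocyte-like cells and a UMI in 6.85% of them. No such background was taken off the Il1r1 values of the blood-lineage classes. Assigning each cell from its own marker UMIs moved the log2 ratio most, to 2.86.

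**Figure D2:**
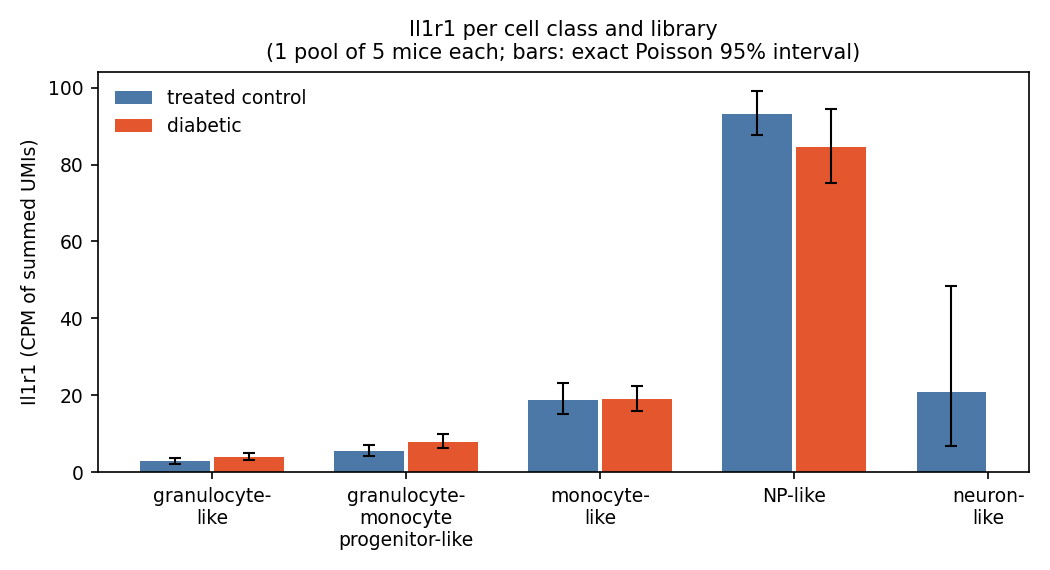
Il1r1 in CPM of summed UMIs for each cell class of the treated control (blue) and diabetic (orange) library; error bars are exact Poisson 95% intervals. NP-like cells are highest in both libraries, and the diabetic library has no neuron-like cells.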

Further analysis of the core gene IL1R1 demonstrated its high expression in NP cells. Subsequent subclustering of NP cells identified five distinct subpopulations based on highly expressed genes: NP progenitor cells (NPPCs, highly expressing KRT8, KRT18, KRT19, and DSP), effector NP cells (effector NPc, highly expressing FGF21, STC2, NPHS2, and WNT7B), immune-matrix interacting NP cells (IM-INT NPc, expressing S100A8/A9, ADAM8, and THBS1), inflammatory-stress end-stage NP cells (IS-ES NPc, highly expressing CXCL1, CXCL2, SAA1, SAA2, and GAS6)), and osteochondrogenic NP cells (OC NPc, highly expressing SP7, ALPL, IBSP, and VIT). 

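The 3408 NP-like cells were reclustered with their own variable genes, and the lowest resolution that gave at least 5 subclusters, 0.05, gave 6. Subcluster 3 (210 cells) was NPPC-like: Krt8 was detected in 90.5% of its cells, Krt18 in 87.1%, Dsp in 61.0% and Krt19 in 48.1%, against 0.952% of the cells of subcluster 0 for Krt8. Subcluster 0 (1890 cells) was IS-ES-like, with Saa1 at 927 CPM, Cxcl1 at 582 and Saa2 at 299. Cxcl2 was at 1736 CPM there, the highest of the 6 subclusters, against 933 CPM in the deeper subcluster 1, and was detected in 36.8% and 57.2% of their cells. Gas6 reached its highest level, 76.3 CPM, in subcluster 4. Subcluster 2 (268 cells) was OC-like, with Ibsp at 6527 CPM and Alpl at 381, and Vit and Sp7 were detected in 20.9% and 4.48% of its cells. Of the effector genes, Fgf21 was detected in 0.293% of all NP-like cells and Wnt7b in 0.264%, and Stc2 was highest in subcluster 2, at 95.9 CPM. No subcluster could be named effector-like from these genes. Subcluster 1 (860 cells) stayed unnamed. It had the highest levels of S100a8 (29137 CPM), S100a9, Adam8 and Thbs1 among the 6 subclusters, but its leading genes were Prtn3, Mpo, Elane and Ctsg, which mark granulocyte-monocyte progenitors. S100a8 was detected in 99.2% to 100% of the cells of each subcluster, and reached 68806 CPM in granulocyte-like cells. The remaining subclusters were endothelial-like with smooth muscle genes (118 cells) and Schwann-like (62 cells).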

Analysis revealed an expansion of effector NP and IS-ES NP subpopulations in diabetic conditions (**Supplementary Table 2**). 

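The IS-ES-like subcluster held 1558 of the 2625 NP-like cells of the treated control library, 59.4%, and 332 of the 783 diabetic ones, 42.4%. The share was 17.0 percentage points lower in the diabetic library (95% interval of the difference -20.8 to -13.0, by Newcombe's method). Its direction held under the 9 alternatives that gave a value, and the share moved most with at least 500 detected genes per cell, to a difference of -8.53 points. Without the genes that differed between the libraries within a class, clustering gave -17.6 points. Shares of NP-like cells sum to a whole, and that of the unnamed subcluster 1 rose from 21.0% to 39.5%, which lowers the IS-ES-like share. Without NP-like cells rich in neutrophil transcripts the IS-ES-like difference was -10.9 points (-16.0 to -5.86). In absolute numbers the IS-ES-like subcluster was smaller in the diabetic library too, which had fewer NP-like cells in all. The share counts cells and does not measure the level of the inflammatory genes that named the subcluster. Of these, Saa1 and Cxcl1 were detected in 21.2% and 27.6% of its cells. Cxcl1 was at 586 CPM in diabetic and 306 CPM in treated control NP-like cells, a log2 ratio of 0.94 (0.86 to 1.02). Within the IS-ES-like subcluster it was at 1030 and 482 CPM, but it was not higher in every subcluster. No share is given for effector NP cells, since no subcluster could be named for them.

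**Figure D3:**
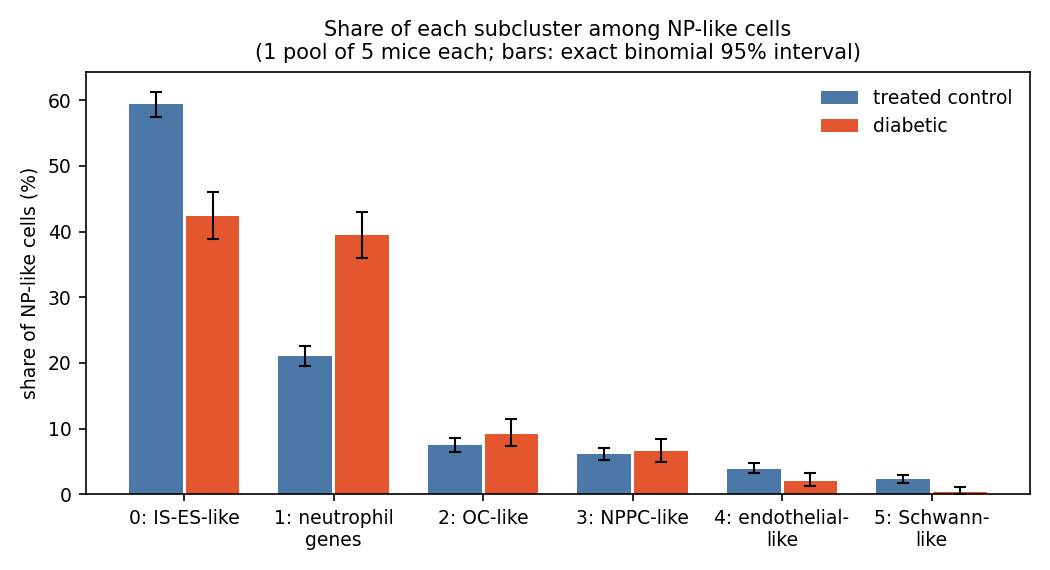
Share of NP-like cells (%) in each subcluster of the treated control (blue) and diabetic (orange) library, each 1 pool of 5 mice; error bars are exact binomial 95% intervals. The IS-ES-like share is lower and the share of the subcluster with neutrophil genes is higher in the diabetic library.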

Within the NP compartment, these two subpopulations served as the predominant hubs of IL1R1 expression, with levels significantly exceeding those in other NP subtypes (**Figure 11**). 

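Il1r1 had 120 CPM in the IS-ES-like subcluster (775 UMIs, 95% interval 112 to 129). This was 0.82 on the log2 scale (0.66 to 0.98) above the other NP-like cells together. The level was 77.1 CPM in OC-like cells (61.7 to 95.2), 66.6 in the subcluster with neutrophil genes (59.7 to 74.2) and 61.0 in NPPC-like cells (49.4 to 74.5). The endothelial-like subcluster, with 49 UMIs, was at 113 CPM (83.8 to 150), within the counting error of the IS-ES-like level. The Schwann-like subcluster had 2 UMIs. Cells with an Il1r1 UMI were 26.4% of the IS-ES-like, 24.7% of the neutrophil-gene and 25.2% of the NPPC-like cells, at median depths of 2728, 4350 and 5597 UMIs. Thinned to 1000 UMIs per cell, these shares were 9.59%, 4.74% and 5.47%. The log2 ratio moved most with resolution 0.3 for the cell classes, to 0.44, and stayed above 0 in every alternative that gave a value. From the level of IL1R1 across the subpopulations, the paper concludes that effector and IS-ES NP cells are the main sites of its expression.

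**Figure D4:**
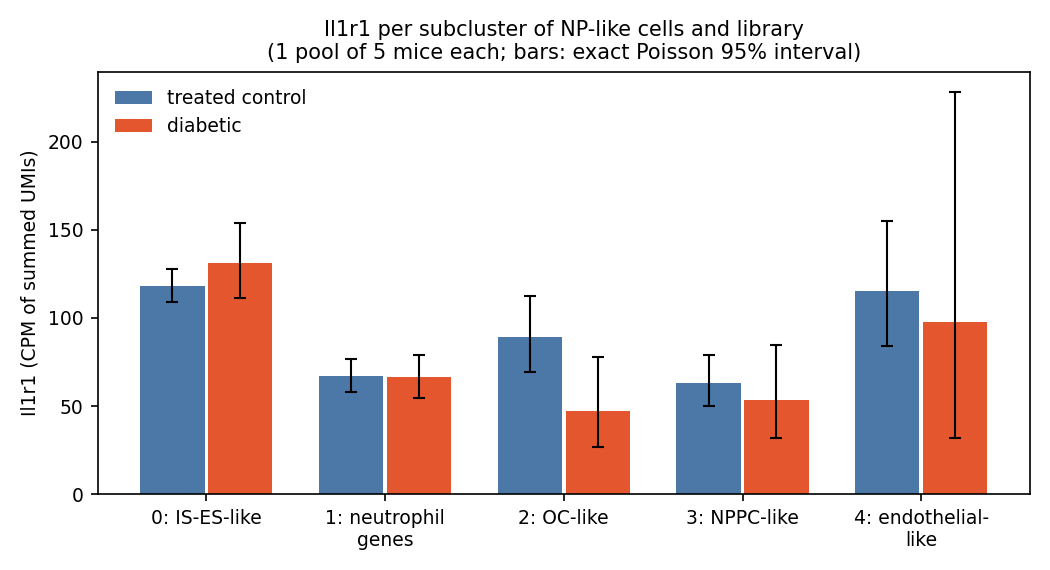
Il1r1 in CPM of summed UMIs for 5 subclusters of NP-like cells in the treated control (blue) and diabetic (orange) library; error bars are exact Poisson 95% intervals. The Schwann-like subcluster, with 3 diabetic cells, is not drawn. The IS-ES-like level is above those of the neutrophil-gene, OC-like and NPPC-like subclusters in both libraries.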

KEGG and GO enrichment analyses of these subpopulations revealed their involvement in pathways such as the complement and coagulation cascade, TGF-β signaling, and rheumatoid arthritis, as well as biological processes including extracellular matrix organization and acute inflammatory response (27) (**Figure 12**).

**Figure 11:**
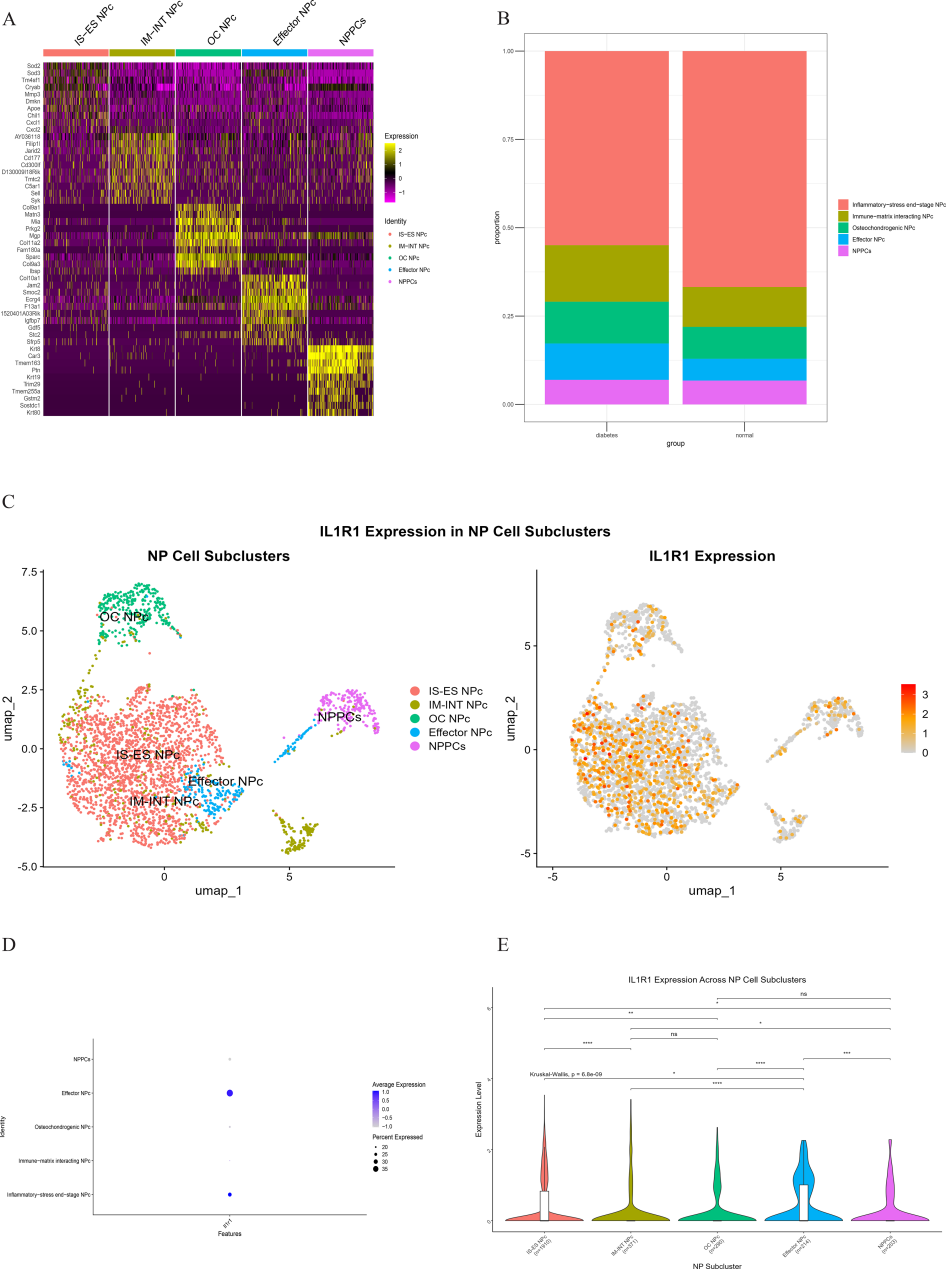
**(A)** Heatmap showing differentially expressed genes in five clusters of the NP cell. **(B)** Heterogeneity of cell cluster percentage in different samples. **(C)** UMP plot displays the characteristics of subcluster cells and the expression of core gene IL1R1. **(D)** Key gene IL1R1 expression in various subclusters. **(E)** Differential expression of the core gene IL1R1 in different subclusters.

**Figure 12:**
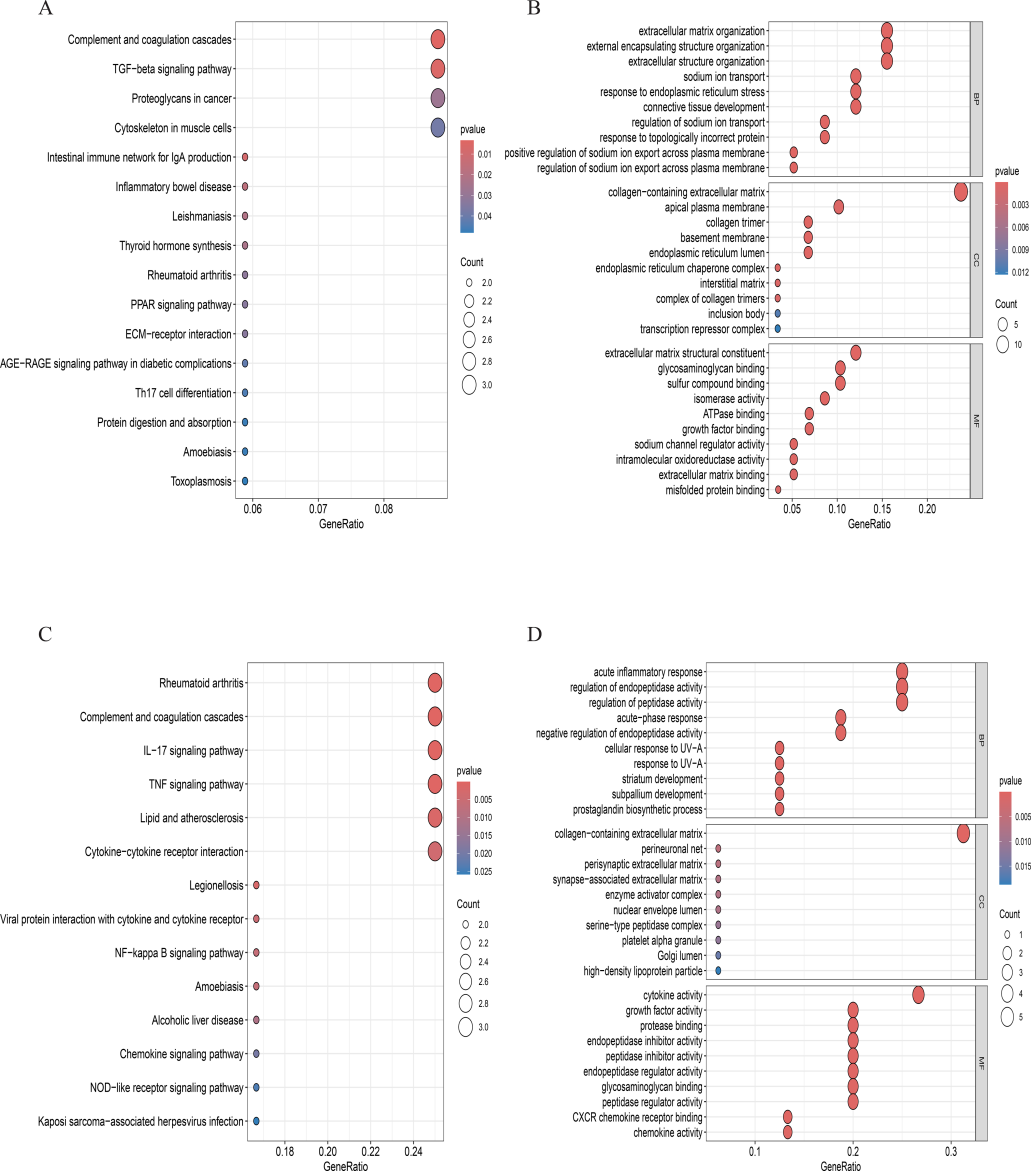
**(A, B)**. GO and KEGG enrichment analyses in effector NP cells. **(C, D)**. GO and KEGG enrichment analyses in inflammatory stress-related NP.

### Immune infiltration, molecular regulatory network, and drug interaction analysis of IL1R1

The CIBERSORT algorithm was applied to investigate immune cell infiltration in diabetes-associated IDD samples across 22 immune cell types. Compared with controls, IDD samples exhibited statistically significant differences in plasma cells and activated NK cells. Further analysis of the core gene IL1R1 and its relationship with immune cell infiltration revealed a positive correlation with neutrophils and negative correlations with activated NK cells and dendritic cells.

To elucidate the characteristics of diabetes-associated IDD, gene set enrichment analysis (GSEA) of IL1R1 was performed, highlighting its association with seven key pathways: DNA mismatch repair, N-glycan biosynthesis, primary immunodeficiency, base excision repair, DNA replication, homologous recombination, and asthma. A regulatory network encompassing TFs/mRNAs/miRNAs/lncRNAs was constructed, including axes such as STAT1/IL1R1/hsa-let-7a-3p/lncRNA and STAT2/IL1R1/hsa-miR-125a-3p/lncRNA. The cytoHubba plugin identified lncRNA-involved regulatory circuits. DrugBank database screening nominated icariin as a candidate therapeutic compound. Additionally, the binding pocket of IL1R1 with potential drugs was predicted (**Figure 13**).

**Figure 13:**
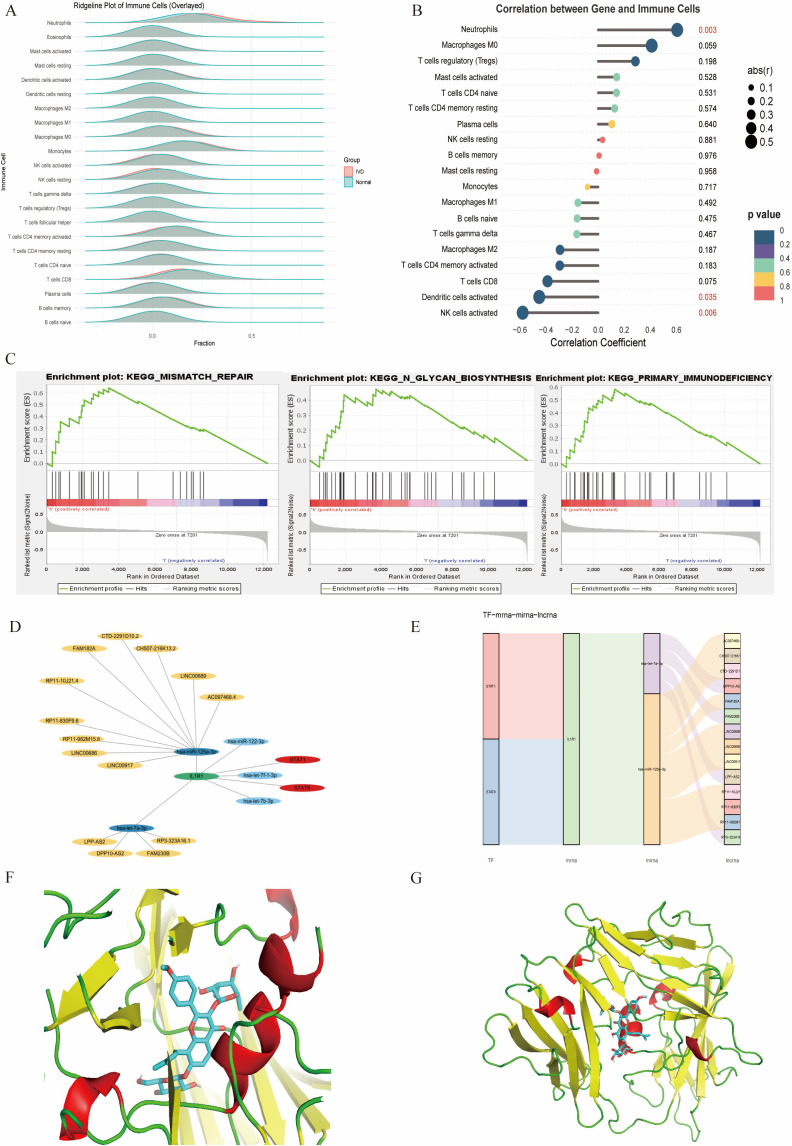
**(A)** Immune infiltration analysis. **(B)** Association between IL1R1 and different immune cells. **(C)** GSEA of IL1R1. **(D)** Circular regulatory signaling pathway. **(E)** Alluvial diagram of the TF–mRNA–miRNA–lncRNA network. **(F, G)**. Icariin–IL1R1 interaction analysis. Protein–protein docking between IL1R1 and targeting drug (blue).

## Discussion

The etiology of IDD is multifactorial, involving both endogenous genetic susceptibility and exogenous stress factors such as aging, mechanical overload, nutritional deficiency, and notably, metabolic disorders (14). Diabetes mellitus, as a systemic metabolic disease, directly or indirectly contributes to alterations in the metabolic environment of various organs (10). Multiple clinical studies have demonstrated a strong positive correlation between T2DM and IDD, with longer disease duration and poorer glycemic control associated with more severe disc degeneration (11). Fundamental research suggests that elevated glucose levels lead to increased accumulation of AGEs, which induce structural changes in the cartilage endplate, ultimately resulting in nutrient deprivation of NP cells and an elevated risk of IDD (13). Although an association between these two conditions has been established, studies utilizing bioinformatics and machine learning to identify diagnostic biomarkers linking IDD and diabetes remain limited.

In this study, we analyzed gene expression profiles associated with T2DM and IDD to identify shared pathogenic genes. WGCNA was employed to discern gene modules specific to IDD, facilitating further screening of IDD-related gene expression. Through intersection analysis of module genes and DEGs, nine hub genes were precisely identified using multiple algorithms. Machine learning methods subsequently pinpointed three key genes: IL1R1, S100A12, and FCGR2B. Based on these genes, an artificial neural network diagnostic model was developed, which exhibited robust predictive performance even in models of non-diabetic disc degeneration. In clinical cohorts, it is challenging to isolate the effect of diabetes on IDD progression due to the frequent presence of confounding comorbidities in diabetic patients. Moreover, the systemic complications of diabetes often manifest over prolonged periods, posing challenges in translating high-quality clinical findings into targeted interventions for diabetes-associated IDD. Our approach offers distinct advantages by leveraging multi-omics analysis and machine learning to identify key protein factors at the genetic level, thereby laying the groundwork for potential therapeutic targets. Notably, these key genes were identified for the first time in the context of diabetes-associated IDD, and ROC analysis confirmed their diagnostic potential.

To investigate the direct and indirect effects of diabetes on intervertebral discs, we established a T2DM mouse model and performed scRNA-seq on NP tissues. The sequencing results show four distinct cell subpopulations: NP cells, granulocytes, neurons, and monocytes. The proportion of NP cells was significantly higher in diabetic treatment control mice, whereas granulocytes and monocytes were more abundant in diabetic mice. Further examination of key gene expression across cell types demonstrated marked differential expressions of IL1R1 and S100A12, with IL1R1 upregulated in diabetic mice and S100A12 elevated in controls. 

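In NP-like cells, Il1r1 was at 84.4 CPM in the diabetic library (311 UMIs, 95% interval 75.3 to 94.4) and 93.2 CPM in the treated control library (1031 UMIs, 87.6 to 99.1). The log2 ratio of diabetic to treated control was -0.14, with a counting interval from -0.33 to 0.04, so no difference was detectable at this depth. The ratio was lowest, -0.44, with cells thinned to 1000 UMIs and highest, 0.21, with the mean of each cell's own CPM. It was 0.057 (-0.17 to 0.28) without the NP-like cells rich in neutrophil transcripts and 0.15 (-0.11 to 0.41) in the IS-ES-like subcluster alone. In the OC-like subcluster, with 15 diabetic and 71 treated control UMIs, it was -0.91 (-1.82 to -0.09), and in the NPPC-like, endothelial-like and neutrophil-gene subclusters the intervals included 0. The OC-like UMIs lay in 14 diabetic and 42 treated control cells. The interval treats UMIs as independent, so it is too narrow where a cell holds several, and a difference is not settled there. In monocyte-like cells the log2 ratio was 0.01 (-0.38 to 0.41), in granulocyte-like cells 0.47 (-0.04 to 0.99) at levels under 5 CPM, and in progenitor-like cells 0.51 (0.03 to 1.00). S100a12 is not among the gene symbols of the files, so the statement on S100A12 could not be examined, and S100a1 is another gene. S100a1, the S100 gene drawn in Fig. 10E, was at 214 CPM in diabetic and 259 CPM in treated control NP-like cells, a log2 ratio of -0.27 (-0.39 to -0.16). Within the IS-ES-like subcluster alone this ratio was 0.0019 (-0.16 to 0.16), and within the OC-like subcluster it was -0.68 (-1.07 to -0.30). Fcgr2b was highest in progenitor-like cells, at 89.6 CPM in the diabetic and 110 CPM in the treated control library.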

Given the central role of NP cells in disc function and degeneration, we prioritized IL1R1 for subsequent investigation. Subclustering of NP cells identified five subpopulations: NPPCs, effector NP cells, IM-INT NP cells, IS-ES NP cells, and OC NP cells. Diabetic mice exhibited altered proportions of all subpopulations except NPPCs, with increased frequencies of effector NP cells, IM-INT NP cells, and OC NP cells. 

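OC-like cells were 7.47% of treated control NP-like cells (196 cells) and 9.20% of diabetic ones (72 cells), a difference of 1.73 percentage points with a 95% interval from -0.39 to 4.15. NPPC-like cells were 6.06% (159 cells) and 6.51% (51 cells), a difference of 0.456 points (-1.36 to 2.58). Both intervals include 0. Over the alternatives, the OC-like difference ran from 0.584 points to 3.31 points with K-means, the only alternative whose own interval (0.631 to 6.38) excluded 0, and the NPPC-like difference from -1.01 to 1.66. The unnamed subcluster with the highest S100a8, S100a9, Adam8 and Thbs1, the genes given for IM-INT NP cells, held 21.0% of treated control NP-like cells (551 cells, 19.4% to 22.6%) and 39.5% of diabetic ones (309 cells, 36.0% to 43.0%). The difference of 18.5 points fell to 7.64 when each library was clustered on its own. Of the cells of this subcluster, 34.9% were among the top 8% of doublet scores in their library, against 2.55% of the other NP-like cells. UMIs of 6 neutrophil genes were a median 10.9% of its UMIs in the treated control and 13.7% in the diabetic library, and at least 2 of Elane, Mpo, Prtn3 and Ctsg were detected in 55.3% of its cells.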

IL1R1 was highly expressed in effector and IS-ES NP cells. Mechanistically, IL1R1 binds interleukin-1 (IL-1) and recruits IL-1 receptor accessory protein (IL-1RAP), initiating a signaling cascade via Toll/interleukin-1 receptor (TIR) domains that activates MyD88 and IRAK, thereby mediating inflammatory responses. Additionally, IL1R1 transcription is regulated by NF-κB/JNK/MEK pathways, with p38 MAPK signaling being essential for its expression (28–30). It is noteworthy that although potential differences in gene regulatory networks exist between mouse models and human patients, the fundamental role of IL-1 signaling in propagating inflammatory responses is highly conserved across species. These findings align with the chronic systemic inflammation characteristic of diabetes.

Current evidence indicates that the intervertebral disc functions as an immune-privileged site, with macrophages representing the primary immune cell population involved in disc degeneration. Notably, our scRNA-seq results reveal that beyond monocytes, granulocytes also represent a significant cellular component in diabetes-associated IDD. 

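Granulocyte-monocyte progenitor-like cells were 21.8% of all granulocyte-like and progenitor-like cells in the treated control library (1449 of 6652 cells, 95% interval 20.8% to 22.8%). In the diabetic library they were 18.4% (1370 of 7452 cells, 17.5% to 19.3%). The shares depended on the clustering, with 14.8% and 11.3% under K-means and 44.5% in the diabetic library when it was clustered on its own. With 20 principal components, granulocyte-like cells were 65.0% of all blood-lineage cells in the treated control and 64.0% in the diabetic library, a difference within the counting error. With at least 500 detected genes, under 10% mitochondrial UMIs and with resolution 0.3, the interval of that difference lay below 0. Blood-lineage cells are here the granulocyte-like, progenitor-like, monocyte-like and basophil- or mast-like clusters and an unnamed cluster led by antigen presentation and immunoglobulin genes.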

Analysis of immune cell infiltration for the key diabetes-disc degeneration gene IL1R1 revealed that IL1R1 expression exhibited a significant positive correlation with neutrophils, and a significant negative correlation with activated dendritic cells and activated natural killer cells. Neutrophils, members of the granulocyte family, primarily function to phagocytose and digest invading bacteria and fungi, serving as the first line of defense in the innate immune system. The substantial infiltration of granulocytes revealed by scRNA-seq robustly confirms that the systemic inflammatory response triggered by diabetes is also present within the intervertebral disc. These findings suggest that IL1R1 may play a pivotal bridging role connecting diabetes and intervertebral disc degeneration. We performed qPCR on intervertebral disc tissue from an independent cohort of mice. The results confirmed a significant upregulation of IL1R1 in the diabetic group (p < 0.05), which is highly consistent with our scRNA-seq findings (**Supplementary Figure 1**). However, we did not observe significant morphological differences between the control and diabetic groups under the duration of diabetes induction used in this study according to the H&E staining of disc tissues (**Supplementary Figure 2**). This discrepancy may indicate that diabetes initially drives a molecular and inflammatory pathology within the disc microenvironment, which precedes overt structural degeneration.

The presence of abundant neutrophils within the intervertebral discs of diabetic mice is not surprising. Extensive research has established that neutrophils are prevalent in various chronic diseases, including, besides diabetes, atherosclerosis, non-alcoholic fatty liver disease (NAFLD), and autoimmune diseases (31, 32). Neutrophils, by triggering neutrophil extracellular traps (NETs), can clear senescent vasculature, thereby creating conditions for reparative angiogenesis in ischemic retinas. In diabetic nephropathy, neutrophils can induce glomerular endothelial cell dysfunction and pyroptosis, leading to further kidney damage (33). Moreover, the interaction between neutrophils and platelets is recognized as a key driver of thrombo-inflammation in thrombo-occlusive vascular diseases. Consequently, targeting the mechanisms of platelet–neutrophil interaction, platelet activation/aggregation, and neutrophil recruitment holds promise as a potential therapeutic strategy to mitigate thrombo-inflammation in diabetic patients (34). Our data strongly associate IL1R1 signaling with neutrophil infiltration and NP cell dysfunction under diabetic conditions, the precise mechanistic connections require further investigation. We propose a testable hypothesis: Systemic hyperglycemia and metabolic dysfunction in T2DM lead to the accumulation of AGEs and chronic systemic inflammation. This inflammatory state promotes neutrophil activation and infiltration into the disc environment, likely aided by diabetic microangiopathy and disruption of immune privilege. Once infiltrated, neutrophils serve as a key source of pro-inflammatory cytokines, including IL-1β. The activation of IL1R1 signaling on NP cells—particularly in effector and inflammatory-stress end-stage subpopulations—then triggers downstream cascades via NF-κB and MAPK pathways. This promotes a catabolic phenotype in NP cells, marked by ECM degradation, cellular senescence, and a senescence-associated secretory phenotype (SASP).

The potential link between IL1R1 signaling and cellular senescence is further supported by our GSEA. GSEA of IL1R1 highlighted DNA mismatch repair as the most enriched pathway. Impaired mismatch repair exacerbates DNA damage accumulation, promoting cellular senescence or apoptosis (35, 36). Given the inherently weak repair capacity of terminally differentiated NP cells, senescent or apoptotic NP cells may adopt a SASP, releasing pro-inflammatory factors that amplify degeneration in a vicious cycle (37, 38).

We also constructed an integrated regulatory network centered on IL1R1, incorporating transcription factors (TFs), mRNAs, miRNAs, and lncRNAs. Key regulatory axes included STAT1/IL1R1/hsa-let-7a-3p/LPP-AS2 and STAT6/IL1R1/hsa-miR-125a-3p/LINC. These circuits elucidate the mechanisms sustaining aberrant gene expression in diabetes-associated IDD. Non-coding RNAs (miRNAs, lncRNAs) critically regulate inflammation, extracellular matrix degradation, and senescence/apoptosis—processes that collectively drive IDD (39).

While current clinical management of IDD primarily targets pain relief without addressing core degenerative mechanisms, *in silico* drug screening offers an approach to identify potential therapeutic candidates. Among them, icariin, a natural flavonoid derived from Epimedium, has been suggested by previous pharmacological studies to possess properties relevant to degeneration, such as anti-inflammatory and antioxidant effects (40, 41). Notably, its documented mechanism, antagonizing NF-κB and MAPK-mediated pro-inflammatory cascades, could be conceptually aligned with the IL1R1-driven pathology implicated in our study of diabetes-associated IDD (42). Preliminary molecular docking analysis indicated potential binding modes between icariin and IL1R1, forming a hypothesis for a putative interaction that warrants future experimental validation *in vitro* and *in vivo*.

## Limitations

Our bioinformatics analysis implicates the IL1R1 gene as potentially exerting a profound influence on the occurrence and progression of IDD within the context of diabetes mellitus. However, several limitations warrant acknowledgment. First, the bioinformatics analysis of human transcriptomic data is constrained by the relatively small sample sizes of the publicly available datasets utilized. This limitation may affect the statistical power and generalizability of the identified differentially expressed genes, co-expression modules, and machine learning model. Although we employed rigorous computational methods and cross-validation to generate robust hypotheses, future validation in larger, independent clinical cohorts is essential to confirming the diagnostic utility of the identified biomarkers, particularly IL1R1. Second, it is important to note that the mouse model employed in this study was designed to induce T2DM but not overt IDD through additional mechanical or injury-based means like the needle puncture method. Therefore, we observed significant molecular alterations within the disc cells of diabetic mice. We cannot definitively state that our model recapitulates the full spectrum of structural IDD. This necessitates a cautious interpretation of our findings. The potential causal relationship between IL1R1 expression and the progression of IDD should be viewed as a hypothesis generated from our scRNA-seq data, rather than as an established fact. Future studies utilizing T2DM models combined with controlled disc injury or aging models are essential to conclusively establishing the mechanistic link and causal role of IL1R1 in driving diabetes-accelerated disc degeneration. Third, although bioinformatic analyses suggested the potential therapeutic relevance of icariin, this prediction requires rigorous experimental confirmation. Robust *in vivo* efficacy data in relevant models and evidence from large-scale clinical studies are currently lacking in substantiating its use for IDD. Future work will focus on validating these predictions through *in vitro* and *in vivo* functional studies. Finally, the inherent complexity of diabetes as a metabolic disorder introduces potential confounding factors, such as variations in patient lifestyle, comorbidities, and medication regimens. While our controlled animal model aimed to isolate the effects of hyperglycemia, these human-specific variables could influence gene expression profiles and potentially confound the observed associations in clinical datasets. Future studies incorporating detailed patient stratification and covariate analysis will be essential to translating these findings into the clinical context.

## Conclusion

This study employed integrated bioinformatics approaches to identify three key genes and construct a diagnostic model for diabetes-associated IDD. Notably, IL1R1 emerged as closely associated with this condition and was established as an independent risk factor.

## Data Availability

All public data are reflected in the article. Our own single-cell data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE305927.

How the deposited data were processed for this re-analysis (not part of the article)

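Single-cell RNA sequencing of nucleus pulposus cells was analysed for 2 libraries, treated control and diabetic, each pooled from 5 C57BL/6 mice. Which library is which was taken from the treatment in the sample labels and from the paper's methods: the library of the semaglutide-treated mice is the treated control, and that of the untreated mice is the diabetic one, although its label calls it a control. The authors made the count values with the CelScene pipeline at default parameters (alignment, filtering, barcode assignment and UMI counting) and deposited raw UMI counts per gene and barcode. The paper's text does not name the genome build. The lowest total was 500 UMIs per barcode in the treated control and 501 in the diabetic library. The paper states its depth as a minimum of reads per cell, whereas the values here are UMIs, which are fewer than reads. Of the 32285 genes in the files, 32235 were matched by Ensembl identifier to the GRCm38 annotation, which was used for coordinates and gene types only.

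Cells with at least 200 detected genes and under 20% mitochondrial UMIs were kept (20786 of 20852). Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 10 principal components and 20 neighbours were used with Louvain clustering at resolution 0.1 in Seurat 5.3.0 under R 4.3.3. The principal components, graph-based clustering and resolution follow the paper; the filters, the neighbours and the absence of batch correction were choices made here. Doublets were scored with Scrublet in scanpy 1.11.5 at an expected 8% and kept. The automatic threshold marked 0 treated control cells and 1 diabetic cell, so it did not work on these libraries. Sums, intervals and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

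The marker lists, the rule for named genes, the settings above and 14 alternatives were fixed before the data were examined. A marker counted for a cluster when it was detected in at least 10% of its cells and its CPM plus 5 was at least 2-fold that of the other cells. A cluster took the name of the list with most such markers, and stayed unnamed with under 3 markers or when another list had more of the 10 leading genes. A cluster far shallower than its own libraries with no own marker among its leading genes stayed unnamed too. After the data were seen, a further condition was added, by which a cluster with more immunoglobulin and other B-lineage genes than own markers among its leading genes stayed unnamed. NP-like cells were reclustered at the lowest resolution, in steps of 0.05, that gave at least 5 subclusters.

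Since each condition has 1 library, no p-value was computed. Counts carry exact Poisson 95% intervals, shares exact Clopper-Pearson intervals, differences of shares Newcombe's intervals, and log2 ratios of CPM exact conditional binomial intervals. A count of 0 was read as allowing up to 3 counts. All of them cover counting error only and say nothing about differences between mice. Shares of cells with a UMI were also computed with each cell thinned to 1000 UMIs, which left out 1287 treated control and 1216 diabetic cells. On Poisson counts simulated for the genes of the NP-like cells, with 200 of 6787 genes changed 2-fold, the interval covered the true ratio for 95.7% of genes. The same test gave 95.3% for granulocyte-like and 95.3% for monocyte-like cells. Over the changed genes alone the coverage was 95.0% in NP-like, 93.0% in granulocyte-like and 90.5% in monocyte-like cells. The intervals assume Poisson counts, so coverage near 95% was built into this simulation. It does not test them on real UMIs, and where the UMIs of a gene are clumped in few cells they are too narrow.

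Genes named in the text are those the paper names, the mouse counterparts of its hub genes, sex-linked genes as a check, and a list chosen by rule. The rule took, in NP-like, granulocyte-like and monocyte-like cells, the 5 genes with the highest and the 5 with the lowest log2 ratio between libraries among genes with at least 200 UMIs, without mitochondrial, ribosomal protein and hemoglobin genes. Mt2 and Acan levels across classes and the subcluster led by Col10a1 were added after their values were seen.

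After the data were seen, 14 alternatives were added to the 14. The 14 cover the cell filters, doublets, principal components, resolution, K-means, separate clustering, classes from marker UMIs, the denominator, the mean of each cell's CPM, thinning, NP-like cells rich in neutrophil transcripts and the subclustering resolution. Enrichment analyses, bulk datasets, docking and qPCR were not analysed here. The values of 1 gene the paper names are not reported here.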

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

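The test in this part was chosen only after the result was seen, while 20 principal components and resolution 0.3 had been planned as alternatives. With 20 principal components, a cluster led by antigen presentation genes (Cd74, H2-Aa) and immunoglobulin and other B-lineage genes (Igkc, Ighm, Cd79a) held 368 cells of the diabetic library, 3.61%, and 229 cells of the treated control library, 2.16%. The cluster stayed unnamed, because its leading genes mark more than 1 cell type. It drew attention because the paper describes no such cluster in its scRNA-seq data and its share was higher in the diabetic library. A lower share of NP-like cells raises every other share, so the share was recomputed among blood-lineage cells. There it was 3.90% in the diabetic (95% interval 3.52% to 4.31%) and 2.90% in the treated control library (2.54% to 3.29%), a difference of 1.00 percentage points (0.461 to 1.54). Resolution 0.3 separated a larger cluster led by such genes, with 499 treated control and 736 diabetic cells, and there the difference among blood-lineage cells was 1.47 points (0.703 to 2.23). Under both settings the fall of NP-like cells in the denominator therefore does not account for the whole difference. The other clusterings separated no such cluster in both libraries and gave no value. Each condition has 1 pooled library, so a difference between the pools in dissection or cell capture and a difference between the conditions both stay open, and neither was tested.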

How the results depend on the processing

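The tests in this part chosen only after the result was seen are the shares of the subcluster led by Col10a1 and the 14 added alternatives: the top 8% of Scrublet scores left out, a wider granulocyte class, the IS-ES-like subcluster alone, clustering without genes that differ between the libraries, and blood-lineage cells as the denominator under each of 10 clusterings. The other 14 had been planned. No paired analysis was possible because each condition has 1 pooled library and no result comes from a test. Unless stated, for each change below the cause was not tested.

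The NP-like difference kept its direction under its 11 alternatives, the monocyte-like one under 20 of 21 and the granulocyte-like one under 14 of 21. All the exceptions had blood-lineage cells as the denominator, which by its construction leaves out the NP-like cells and takes in unnamed clusters that matched a list of blood cell markers best. With that denominator the granulocyte-like and monocyte-like differences, in percentage points of diabetic minus treated control, were -1.39 and 5.22 under the main clustering and -1.07 (-2.50 to 0.36) and 3.25 with 20 principal components. They were -1.60 and 4.76 with at least 500 detected genes, -1.48 and 5.34 under 10% mitochondrial UMIs, -1.37 and 5.38 with no cell filter, and -1.67 and 4.06 with resolution 0.3. K-means gave 0.454 and 2.78, leaving out the top 8% of Scrublet scores 0.210 and 5.32, and clustering without genes that differ between the libraries -1.22 and 4.58. With each library clustered on its own they were 0.802 and -1.37 (-2.59 to -0.146). The granulocyte-like intervals excluded 0 only with at least 500 detected genes, under 10% mitochondrial UMIs and with resolution 0.3, on the negative side. With all kept cells as the denominator, unless stated, the sizes of the differences moved as follows. With at least 500 detected genes the NP-like difference was -15.7. With 20 principal components the NP-like difference was -15.7 and the monocyte-like 5.41. K-means gave -14.5 for NP-like and 4.82 for monocyte-like cells, and resolution 0.3 gave -15.0 and 6.22. With each library clustered on its own, the granulocyte-like, NP-like and monocyte-like differences were 8.21, -14.9 and 2.53. Classes taken from each cell's marker UMIs gave 4.26, -7.73 and 4.21. Leaving out granulocyte-like cells from the denominator, by its construction, enlarged the NP-like difference to -29.8 and the monocyte-like one to 24.8. Leaving out the top 8% of Scrublet scores gave 7.75 for granulocyte-like cells.

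Il1r1 stayed higher in NP-like cells than in all others under its 12 alternatives. The log2 ratio moved to 3.41 with resolution 0.3, 2.86 with classes from marker UMIs, 3.45 with the mean of each cell's own CPM and 3.36 with thinned cells. For diabetic against treated control NP-like cells, Il1r1 kept a negative log2 ratio under 11 of 14 alternatives. It moved to -0.44 with thinned cells, and was above 0 with the mean of each cell's own CPM (0.21), without NP-like cells rich in neutrophil transcripts (0.057) and in the IS-ES-like subcluster alone (0.15). In the OC-like subcluster it was -0.91 (-1.82 to -0.09), an interval that treats UMIs as independent although 71 treated control UMIs lay in 42 cells. The counting interval of the main value includes 0, so the sign is not settled at this depth. The S100a1 ratio was -0.16 without neutrophil-rich cells and reversed to 0.0019 in the IS-ES-like subcluster alone, where its interval includes 0; it was negative under the other 13 alternatives.

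The IS-ES-like share was lower in the diabetic library under the 9 alternatives that gave it a value. The difference moved to -8.53 points with at least 500 detected genes, -22.5 with 20 principal components and -10.9 without neutrophil-rich cells. At subclustering resolution 0.5 and with separate clustering no IS-ES-like subcluster was found in both libraries, so neither gave a value. The log2 ratio of Il1r1 in IS-ES-like against other NP-like cells was 0.98 with at least 500 detected genes, 0.62 with 20 principal components, 0.55 with K-means and 0.44 with resolution 0.3. The higher diabetic share of the subcluster with neutrophil genes moved to 7.64 points with separate clustering. It moved to 11.1 points without neutrophil-rich cells, a filter that by its construction removes cells of this subcluster. The OC-like difference stayed within the counting interval of its main value under 10 alternatives, though with K-means its own interval (3.31, 0.631 to 6.38) excluded 0, and the NPPC-like one did so under 11, with a negative sign under 3 of the 11. A subcluster led by Col10a1, seen at subclustering resolution 0.5 with a diabetic share 3.77 points higher, had a difference of 7.26 points with resolution 0.3 for the cell classes and 6.47 with 20 principal components.

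No effector-like or IM-INT-like subcluster was named under any alternative, so their shares have no value. Leaving out the doublets called by Scrublet's own threshold gave no usable value, since it marked 1 cell in all. The number of cells limits the comparisons of the small subclusters, with 72 OC-like, 51 NPPC-like, 16 endothelial-like and 3 Schwann-like diabetic cells.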

Differences from the paper's values

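No test in this part was chosen after the result was seen, other than the added alternatives named as such. The paper reports 8 cell clusters at resolution 0.1, and 5 were found here. Of the alternatives set before the data were examined, at least 500 detected genes (7 clusters), 20 principal components (8) and resolution 0.3 (10) came within 1.5 times the paper's number, while under 10% mitochondrial UMIs and no cell filter gave 5.

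The paper's supplement lists 371 IM-INT NP cells. The subcluster with the highest levels of the genes the paper names for them, which stayed unnamed here, held 860 cells. K-means gave 485 cells, within 1.5 times, and the other alternatives set before the data were examined did not close the gap. Its share of the diabetic NP-like cells was 39.5%, against the paper's about 16% in Fig. 11B, read by eye. Leaving out NP-like cells rich in neutrophil transcripts gave 17.8%. That filter removes cells by genes that are high in this subcluster, so a lower share is built in. The other alternatives set before the data were examined did not come within 1.5 times. In the treated control library the share was 21.0%, against the paper's about 11% in Fig. 11B, read by eye. There K-means gave 14.3%, and no other alternative set before the data were examined did. The subclusters are rebuilt here, over 3408 NP-like cells against the paper's 2988, so the denominators differ too.

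The paper states that IL1R1 is upregulated in diabetic mice, and it also reports a rise by qPCR in disc tissue of separate mice. The qPCR was not analysed here. It measures whole tissue, so a ratio within NP-like cells of 1 pool per condition does not test it. The log2 ratio in NP-like cells was -0.14, with an interval that includes 0. It was positive with the mean of each cell's own CPM (0.21), without neutrophil-rich cells (0.057) and, chosen after seeing the values, in the IS-ES-like subcluster alone (0.15). In progenitor-like cells the ratio was 0.51.

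The paper states an expansion of IS-ES NP cells in diabetic mice. The IS-ES-like share here was 17.0 points lower in the diabetic library, and no alternative that gave a value changed that direction. Fig. 11B, read by eye, also shows a lower IS-ES share in the diabetic sample, about 55% against about 67%.

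The paper names FGF21, STC2 and WNT7B among the genes of an effector subpopulation of 214 cells in its supplement. No subcluster here met the rule for the name effector-like, and Fgf21 was detected in 0.293% of NP-like cells.

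The paper names S100A10, FN1, PRDX1, CRIP1 and AHNAK as highly expressed in granulocytes. All 5 were lower in granulocyte-like cells than in the other cells, with log2 ratios from -4.45 to -3.49. The paper's text names S100A12, while Fig. 10E draws S100a1, which is the gene given here. Since S100a1 is another gene, its values do not bear on the statement about S100A12.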

Other observations

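The tests in this part were chosen only after the result was seen, although most of the clusterings they use, and leaving out NP-like cells rich in neutrophil transcripts, had been planned as alternatives. The lower share of NP-like cells in the diabetic library went together with a lower share of other cells outside the blood lineage. With 20 principal components, neurons and a cluster of vascular and Schwann cells were 2.30% of treated control cells and 0.274% of diabetic cells, a ratio of 0.119. A candidate explanation is that the diabetic pool held a lower proportion of disc and attached tissue to marrow and blood cells. A loss of NP cells in diabetes stays open as well, and was not tested.

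Whether the rise of monocyte-like cells exceeds what fewer NP-like cells in the denominator bring depends on the clustering. Among blood-lineage cells, monocyte-like cells were more frequent in the diabetic library by 3.25 percentage points (95% interval 2.18 to 4.32) with 20 principal components, and the interval lay above 0 under 8 other clusterings too. With each library clustered on its own they were 1737 of 7916 treated control and 1933 of 9395 diabetic blood-lineage cells, a difference of -1.37 points (-2.59 to -0.146). An effect of the denominator alone is therefore left open. The rise of basophil- or mast-like cells, by 0.102 points among blood-lineage cells (-0.134 to 0.333), cannot be told apart from an effect of the denominator at 43 and 61 cells. With 20 principal components, the granulocyte-like share of blood-lineage cells differed by -1.07 points (-2.50 to 0.36), within the counting error, while over all 10 clusterings it ran from -1.67 points (-3.10 to -0.241) with resolution 0.3 to 0.802 points (-0.682 to 2.28) with each library clustered on its own. The progenitor-like share differed by -3.28 points (-4.39 to -2.18) with 20 principal components and was lower in the diabetic library under the 8 clusterings that gave it a value in both libraries. With 1 library per condition, a difference between pools and one between conditions cannot be told apart.

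Most cells of both libraries were of the granulocyte lineage. Bone marrow carried over from the vertebrae is a candidate explanation: it needs stages that stay in the marrow, and granulocyte-monocyte progenitor-like cells were 18.4% of the lineage in the diabetic library. This share depends on the clustering. Over the alternatives that gave a value, it ran from 11.3% with K-means to 44.5% with each library clustered on its own. It does not count all immature stages, since the granulocyte-like class takes in immature neutrophils. Resolution 0.3 separated a granulocyte-like cluster of 1999 treated control and 2127 diabetic cells. Its leading genes included the cell-cycle genes Cdkn3, Cenpf and Mki67 and the immature neutrophil markers Chil3 and Camp. Infiltration of the disc stays open for the mature cells, and marrow carry-over and infiltration were not separated by any test here.

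The subcluster of NP-like cells with neutrophil and progenitor genes may hold droplets with an NP cell and a cell of the granulocyte lineage. Of its cells, 34.9% had high doublet scores, against 2.55% of the other NP-like cells. The score rises with the transcripts by which the subcluster was found, whatever brought them, so this value does not decide on doublets, and they stay open. Its median depth was 4350 UMIs against 2936, while NPPC-like cells, at 5597, were deeper with few high scores (2.38%). After the high scores were left out a subcluster with neutrophil genes remained, with 330 treated control and 252 diabetic cells. Neutrophil genes took a 5.92-fold higher share of UMIs in it than in the other NP-like cells of the treated control library, but the subcluster was found by these genes, so free RNA of granulocytes is left open as well. Random pairing at an equal rate would raise its share as the share of partner cells. With all cells other than NP-like cells as partners, a wider set than the granulocyte lineage, that rise was 1.23-fold. The shares of granulocyte-like and progenitor-like cells, each taken singly, changed 1.21-fold and 0.980-fold. The observed rise was 1.88-fold (1.59 to 2.21 from the exact limits of both shares, which were computed after the ratio was known). The comparison depends on the clustering. With each library clustered on its own, the rise was 1.34-fold (1.12 to 1.60), which includes the 1.19-fold rise of the partner cells under that setting, while under the other 10 alternatives the rise lay above that of the partner cells, from 1.62-fold to 2.65-fold. Random pairing at an equal rate is therefore left open. An unequal doublet rate between the libraries and a true NP state with these transcripts stay open too.

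A possible explanation of why Il1r1 was not higher in diabetic NP-like cells is that granulocyte transcripts dilute it more in that library. Without neutrophil-rich cells the log2 ratio was 0.057 (-0.17 to 0.28). This lies above the upper limit of the ratio over all NP-like cells, 0.04, but its own interval includes that ratio, -0.14. The first of these readings was the criterion at the start, and by it the value counts for dilution. The second, stricter one was adopted after the value was known. Read that way, the test leaves dilution open.

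Genes chosen by the size rule in granulocyte-like cells mostly stood for single cells. Gm49710 had 442 UMIs in the diabetic and 0 in the treated control library, and 98.0% of them came from 1 cell. Over the 10 genes the median share from 1 cell was 91.6%, against 0.535% over 7667 genes of these cells. Grik2 and Jph2, the lowest in the diabetic library, had 92.1% and 91.3% of their UMIs in 1 cell. Gm41555 and Gm49180 were less concentrated, with 51.0% and 57.1% of their UMIs in 1 cell. Gm41555 had 1666 diabetic and 12 treated control UMIs, found in 118 cells. Apart from Gm41555 and Gm49180, such differences between libraries are likely set by a few cells, and no biological explanation was tested. In the other classes the rule also chose genes spread over many cells. Examples are Cxcl12 in NP-like (6.94% from 1 cell) and Cryab in monocyte-like cells (0.971%), against 94.9% for Slc22a20 in NP-like cells.

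Mt1, a metallothionein gene that binds zinc and copper, was lower in the diabetic library in each of 4 classes, with log2 ratios of -2.63 in granulocyte-like, -2.83 in monocyte-like, -2.43 in progenitor-like and -0.92 in NP-like cells. It was detected in 98.3% of treated control and 68.6% of diabetic granulocyte-like cells. Mt2 changed the same way, with -2.55 in granulocyte-like cells. Free RNA alone would give no higher CPM in the deeper progenitor-like cells, but Mt1 was 3.02-fold higher in them than in granulocyte-like cells of the treated control library. This argues against free RNA as the only source in progenitor-like cells. It does not settle the granulocyte-like and monocyte-like cells, which had near levels in that library (6777 and 7413 CPM). Progenitor-like cells as a source of free RNA were not tested. Free RNA of NP-like cells is argued against too, since granulocyte-like cells held 24.1% of the NP-like Mt1 level in the treated control library but 1.52% of that of Cryab and 1.57% of that of Acan. Treatment, glycemia and handling of the pools stay open, and 1 library per condition cannot separate them.

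Xist was nearly absent (3 UMIs in treated control and 0 in diabetic NP-like cells), while Ddx3y had 84.1 and 82.0 CPM there, a pattern of male mice in both pools.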
